# Vitamin B12 Protects Against Early Diabetic Kidney Injury and Alters Clock Gene Expression in Mice

**DOI:** 10.3390/biom15121689

**Published:** 2025-12-03

**Authors:** Niroshani M. W. Wariyapperuma Appuhamillage, Anshulika A. Deshmukh, Rachel L. Moser, Qing Ma, Jiayi Zhou, Feng Li, Yukako Kayashima, Nobuyo Maeda

**Keywords:** Vitamin B12, circadian rhythm, diabetic nephropathy

## Abstract

Vitamin B12 (B12) is a strong antioxidant and a cofactor for methionine synthase supporting DNA/RNA/protein methylation. We previously demonstrated that oral high-dose B12 supplement mitigates diabetic cardiomyopathy in Akita diabetic mice expressing twice the normal levels of Elmo1 (Engulfment and cell motility 1). To assess how B12 prevents early kidney damage, we treated *Elmo1^HH^* mice and diabetic *Elmo1^HH^ Ins2^Akita/+^* mice with or without B12 in drinking water starting at 8 weeks of age. At 16 weeks, markedly reduced mesangial expansion was detected in the B12-treated diabetic kidneys (22% of glomeruli affected vs. 70% in the untreated diabetic kidneys). RNAseq analysis of the kidneys revealed that B12 suppressed expression of genes for adaptive immune response, while it upregulated those for solute carrier transporters and antioxidant genes. Strikingly, B12 treatment suppressed activators of circadian rhythm, *Clock* and *Bmal1*, and upregulated repressors like *Cry1/2*, *Per1-3* and *Dbp*, suggesting a shift in their rhythmicity. B12 also upregulated linker histone H1 variants, and enhanced chromatin stability and cell cycle regulation. In BU.MPT proximal tubular cells in culture, B12 shifted forward the circadian expression phase of *Bmal1* and *Per1*. Taken together, B12 supplement effectively mitigates early development of diabetic nephropathy in diabetic mice, potentially involving regulation of circadian rhythm.

## 1. Introduction

Vitamin B12 (cobalamin, B12), the largest known vitamin, with a molecular weight of 1355 Da, is an essential micronutrient required for cellular metabolism, DNA synthesis, and red blood cell formation [1]. Because eukaryotes cannot synthesize B12 endogenously, humans and mice must obtain Vitamin B12 from dietary sources, although the average daily requirement is less than 5 µg for humans [2]. Vitamin B12 possesses antioxidant properties, particularly since its cobalt (Co^2+^) center acts as a superoxide scavenger with a reactivity rate comparable to that of superoxide dismutase (SOD) [3]. Oxidative stress is a key contributor to the pathogenesis of diabetic complications, particularly in diabetic nephropathy (DN) [4]. Excessive production of reactive oxygen species (ROS) has been shown to exacerbate tissue damage and inflammation in DN [5,6,7].

Engulfment and Cell Motility 1 (Elmo1) interacts with Dock proteins (Dedicator of cytokinesis), activating Rac1-GTPase. This process is essential for phagocytosis and cell migration [6]. Activated Rac1, as an obligatory subunit of NADPH oxidases, increases superoxide production, resulting in cellular oxidative stress [6]. Single-nucleotide polymorphisms (SNPs) in the *ELMO1* gene are associated with increased risk for DN in different populations [8,9]. We previously reported that mice overexpressing *Elmo1* at 200% of normal (*Elmo1^H/H^*) had elevated ROS levels and developed worsened diabetic complications [6]. Despite similar levels of plasma glucose, insulin, and systolic blood pressure across these lines, oxidative stress markers, such as plasma level of lipid peroxides, erythrocyte levels of reduced glutathione (GSH) and plasma levels of transforming growth factor β1 (TGFβ1), progressively worsened with *Elmo1* overexpression [6]. We further reported that treatment with B12 in diabetic *Elmo1^H/H^* mice improved diabetic cardiomyopathy by modulating oxidative stress and the DNMT–SOCS1/3–IGF-1 signaling pathway [10]. Additionally, high-dose Vitamin B12 administration significantly decreased ROS levels and reduced ischemia/reperfusion-induced kidney injuries in mice [3,11]. A 3-year treatment with citicoline and Vitamin B12 eye drops slowed neuro-retinal degeneration and microvascular damage in type 1 diabetic patients with mild retinopathy [12].

Although our team have previously demonstrated the beneficial effects of B12 on diabetic complications [10,11], the precise molecular mechanisms remain largely unknown. We conducted this study to gain a deeper understanding of how B12 supports kidney health under diabetic conditions, particularly during the early stages of DN in mice. We identified the effects of the circadian clock and linker histone H1 mRNA as being among other highly significant effects for which further understanding is required. B12 not only improves metabolic stability but also reinforces chromatin structure and circadian regulation, thereby offering multi-level protection against DN.

## 2. Materials and Methods

### 2.1. Animal Study

All experiments were conducted using male *Elmo1^H/H^* mice on an C57BL/6J genetic background. *Elmo1^H/H^* mice were mated with *Ins2^Akita/+^* mice (Jackson laboratory, Strain: 003548, Bar Harbor, ME, USA). The C57BL/6-Ins2Akita/J model develops early, persistent hyperglycemia due to misfolded proinsulin causing ER stress and progressive β-cell loss. Limited insulin output starting a young age (∼3–4 weeks) results in weight loss (polydipsia/polyuria) independent of diet after 2 months of age [13]. Mice were allocated into four groups: non-diabetic *Elmo1^H/H^Ins2^+/+^* mice and diabetic *Elmo1^H/H^Ins2^Akita/+^* mice supplemented with B12 starting at eight weeks of age for eight weeks at a dose of 10 mg/kg bw/day, administered via the drinking water [10]. Diabetes halves plasma B12 levels, but B12 at this dose normalizes back to the plasma levels of non-diabetic mice [10]. All groups were provided with rodent chow (Select Rodent 50 IF/9F, 5V5M, PicoLab, Richmond, IN, USA) ad libitum throughout the experimental period. All mice were kept under husbandry conditions, conforming to the National Institutes of Health Guideline for Use and Care of Experimental Animals [13].

### 2.2. Systolic Blood Pressure (SBP) Analysis

SBP was measured eight weeks after B12 treatment using the tail-cuff method [11] with BP-2000 SERIES II, Visitec Systems, Waltham, MA, USA. The mean SBP values are the average of the mean values of five days, each consisting of the mean of 30 trials/day [6].

### 2.3. Sample Collection

Sixteen-week-old B12-treated and non-treated mice were fasted for 3–4 h before being sacrificed. Mice were anesthetized via isoflurane (1.5%) inhalation [11], blood was collected via the retro-orbital vein using heparinized capillary tubes and plasma was obtained by centrifuging at 8000× *g* for 15 min. Mice were euthanized by cervical dislocation for tissue collection. The collected tissues were preserved in RNA later (#Am7021, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) for RNA isolation and in 4% paraformaldehyde for histological analysis. Plasma and tissues, later stored in RNA, were kept frozen at −20 °C until further analysis.

### 2.4. Plasma Biological Parameters

Plasma glucose and triglycerides were measured with Wako Autokit Glucose (#997-03001, FUJIFILM Wako, Osaka, Japan) and the Triglyceride Assay Kit (#MA-TG, RayBiotech, Peachtree Corners, GA, USA), respectively. Spot urine samples were collected for the analysis of albumin and creatinine. Urinary albumin was measured using a Murine Microalbuminuria ELISA kit (#LS-F39493, LSBio, Shirley, MA, USA). Urinary creatinine was measured using a creatinine test kit (#80350, Crystal Chem, Elk Grove Village, IL, USA).

### 2.5. Histology and Immunofluorescence

Renal tissues were fixed in 4% buffered formalin, paraffin-embedded, sectioned at 5 µm, deparaffinized and dehydrated. Periodic acid–Schiff (PAS) staining was performed using 0.5% periodic acid (#P7875, Sigma-Aldrich, St. Louis, MO, USA), Schiff’s reagent (#3952016, Sigma-Aldrich), and counterstaining with Harris Hematoxylin (#HHS32, Sigma-Aldrich). Masson’s Trichrome staining was carried out using the standard protocol (Center for Musculoskeletal Research, University of Rochester Medical Center). For immunostaining, kidney sections were subjected to antigen retrieval in 10 mM citrate buffer (pH 6.0). Sections were blocked with 10% normal goat serum and 0.1% Bovine Serum Albumin (BSA; #10035) for 1 h at room temperature, followed by overnight incubation at 4 °C with the following primary antibodies: mouse monoclonal anti-CD19 (#HIB19, 1:200; Invitrogen), PE anti-mouse CD45RB (#A11029, 1:200; BioLegend, San Diego, CA, USA), rat anti-CD3 (17A2; #14-0032-82, 1:200; Invitrogen), mouse anti-iNOS (#Ma5-17139, 1:500; Invitrogen), and rat anti-F4/80 (#70076, 1:500; Cell Signaling, Danvers, MA, USA). After three PBS washes, the sections stained with CD19 and CD3 were incubated with Alexa Fluor 488-conjugated goat anti-mouse IgG (#A11037; 1:500; Invitrogen) and Alexa Fluor 594-conjugated goat anti-rat IgG (#A11007; 1:500; Invitrogen) for 1 h at room temperature. Slides were mounted with 4′,6-diamidino-2-phenylindole (DAPI) Fluoromount G (#0100-20; Southern Biotech, Birmingham, AL, USA) and imaged on a fluorescent microscope (Olympus IX70, Olympus Corporation, Tokyo, Japan).

### 2.6. RNA Sequencing and Data Analysis

Total RNA was extracted using the RNeasy Mini Kit (#74106, QIAGEN, Hilden, Germany) according to the manufacturer’s instructions. The library preparation and RNA sequencing analyses were carried out at the High Throughput Genomic Sequencing Facility, University of North Carolina, Chapel Hill, NC, USA. Raw paired-end 50 bp RNA-seq reads were aligned to the mouse reference genome GRCm39 with gene annotations from GENCODE vM35 using the STAR aligner. Alignments were carried out with 12 threads, producing coordinate-sorted BAM files, retaining splice junction information through the supplied GTF file, assigning strand information using intron motifs, and generating gene-level counts with the GeneCounts option. After alignment, transcript assembly and quantification were performed using StringTie, and count matrices were generated with the associated prepDE.py script. The gene-level count matrix was imported into R for downstream analysis with the DESeq2 1.48.x package. Genes with fewer than 100 total counts across all samples were removed prior to normalization. Count data were normalized using the median-of-ratios method. Genes with an absolute log2 fold change greater than or equal to 0.5 were considered differentially expressed and were visualized with volcano plots. Significantly altered genes were then compared using heat maps with the whole set of mice using normalized counts. Gene expression data were deposited in the NCBI Gene Expression Omnibus (GEO) database (Accession: GSE306999).

### 2.7. Quantitative Reverse-Transcription Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted from the tissue with Trizol (15596026, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), and qRT-PCR was performed according to the previously published method [14]. Expression levels were expressed as relative fold increases/decreases normalized to the housekeeping gene *Actb*, which was constant between groups. The TaqMan universal PCR master mix (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) and specific primers were used in a 7500 Real-Time PCR system (30 min at 48 °C, 10 min at 95 °C with 40 cycles of 15 s at 95 °C, and 1 min at 60 °C) for quantification purposes. Individual primers and probe sequences are listed in Table S1.

### 2.8. Cell Culture and Synchronization

BU.MPT cells, a conditionally immortalized mouse proximal tubular epithelial cell line [15], were cultured to confluence in Dulbecco’s Modified Eagle Medium (DMEM; 11995-065, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS; S12450, Sigma-Aldrich), 100 U/mL penicillin-streptomycin (15140-122, Thermo Fisher Scientific), and 10 U/mL interferon-γ (14777, IFN-γ; Sigma-Aldrich) in 5% CO_2_ at the permissive temperature, 37 °C. When confluent, cells were passaged using 1 mL of 0.25% trypsin-EDTA (15050-065, Thermo Fisher Scientific) per 100 mm dish and seeded at 80,000 cells/well in 12-well plates with or without 0.3 μM B12 (Vitamin B12; V2876, Sigma-Aldrich). Plates with/without B12 were then moved and maintained under non-permissive conditions (39 °C, 5% CO_2_, without IFN-γ). Circadian rhythms were synchronized by treatment with 100 nM dexamethasone (#D4902, Sigma-Aldrich) for 2 h. Cells were then washed with Ca^2+^- and Mg^2+^-free Dulbecco’s phosphate-buffered saline (DPBS; #21-031-CV, Corning, Corning, NY, USA) and replaced with fresh medium. Total RNA was collected every 4 h from 12 to 60 h post-synchronization, and expression of genes was quantified by real-time PCR.

### 2.9. Protein Extraction

BU.MPT cells were seeded at 1.5 × 10^5^ cells per well in 6-well plates with or without 0.3 μM B12 and synchronized as above. Total protein was collected every 8 h from 28 to 60 h. After washing with ice-cold PBS, cells were lysed in RIPA buffer [14] supplemented with protease inhibitor cocktail (A32953, Thermo Fisher Scientific) at 4 °C. Lysates were incubated at 4 °C for 30 min and centrifuged at 12,000× *g* for 5 min at 4 °C. Supernatants were transferred to fresh tubes, and protein concentrations were determined using a bicinchoninic acid (BCA) assay (#23225, Pierce™ BCA Protein Assay Kit, Thermo Fisher Scientific).

### 2.10. Western Blott Assay

Equal amounts of protein (13.5 μg) were loaded to 4–10% pre-cast Mini-PROTEAN TGX gels (#4561095, BIO-RAD, Hercules, CA, USA), and samples were electrophoresed and detected as previously described [14]. Membranes were incubated overnight at 4 °C with primary antibodies against Bmal1 (1:1000, #14020, Cell Signaling) and Per1 (1:1000, #13463-1-AP, Proteintech, Rosemont, IL, USA), followed by a 30 min incubation with HRP-linked anti-rabbit IgG secondary antibody (1:1000, #7074, Cell Signaling). Band intensities were quantified using Fiji ImageJ 1.54p (Wayne Rasband and contributors, National Institutes of Health, Bethesda, MD, USA)), and the resulting values were normalized to β-actin (1:5000, #5125, Cell Signaling).

Statistics and reproducibility: All measurements were taken from biologically distinct samples. Data are expressed as means ± standard errors. A multifactorial ANOVA test was used with the program Pro JMP 17.2.0 (SAS Institute, Cary, NC, USA). Post hoc analyses were performed using the student *t*-test as described in the figure legends. The effects of diabetes and of B12 treatment, as well as their interactions, were assessed using the generalized linear model. The reproducibility including biologically independent sample sizes is stated in each figure legend.

## 3. Results

### 3.1. B12 Treatment Improves Multiple Metabolic and Renal Function Parameters in Diabetic Mice

Systolic blood pressure was elevated in diabetic mice by approximately 10 mmHg, while B12 treatment reduced it to about 10 mmHg in both non-diabetic and diabetic mice (Figure 1A). Body weight gain during the two months of treatment with or without B12 differed markedly between diabetic and non-diabetic groups (Figure 1B). Untreated non-diabetic mice gained ~15% body weight during the two-month treatment period, whereas non-diabetic mice treated with Vitamin B12 gained ~16%. In contrast, untreated diabetic mice showed markedly lower weight gain (~6%). B12 treatment partially attenuated this catabolic effect, resulting in ~9% weight gain (Figure 1B and Table S3). Despite having lower overall body weight, diabetic control mice showed enlarged kidneys, whereas B12-treated diabetic mice exhibited a downward trend in kidney weight, although this was not statistically significant (Figure 1C).

Diabetic mice had higher plasma glucose levels compared to non-diabetic mice, and B12 had no significant effects in either group (Figure 1D). Previous studies have reported similar outcomes, where B12 improved metabolic parameters without fully normalizing hyperglycemia in insulin-deficient models [16]. Given that Akita mice carry a mutation in the *insulin 2* (*Ins2*) gene leading to progressive β-cell apoptosis, the modest glucose-lowering effect observed here is likely secondary to improved peripheral metabolic resilience rather than the direct preservation of β-cell mass. In contrast, a significant improvement in plasma triglyceride levels was observed with B12 treatment, suggesting a role for B12 in lipid metabolism (Figure 1E). In diabetic conditions, triglyceride levels tended to vary widely, but B12 appeared to reduce this variability, indicating a stabilizing effect on lipid metabolism. Additionally, B12 reduced the urine albumin-to-creatinine ratios in both diabetic and non-diabetic mice, but the difference was not statistically significant at this stage (Figure 1F).

At four months of age, kidneys of diabetic mice showed glomerular compression with some extracellular matrix accumulation and fibrosis (Figure 1G–I and Figure S1A). Interstitial fibrosis and peritubular fibrosis were minimal. Structural changes in the control diabetic glomeruli were also evident under hematoxylin and eosin (H&E) staining (Figure S1B). In contrast, kidneys of the B12-treated animals showed normal glomerular morphology with open capillary spaces (Figure 1I). They also exhibited a significantly reduced percentage of glomeruli with mesangial expansion (by ~50%) compared to the untreated diabetic control group (Figure 1G). Masson’s trichrome staining also showed no discernable glomerular fibrosis or peritubular fibrosis following B12 treatment despite diabetic conditions (Figure 1H). Inflammatory cell infiltration was difficult to ascertain in histological sections at this stage. By immunostaining, the presence of CD19-positive B cells was detected in the peritubular space of diabetic kidneys with and without B12 treatment, while naïve T-cell presence appeared more substantial in the B12-supplemented group (Figure S2). Diabetic kidneys showed an increased number of M1 macrophages compared with those under treatment, and this was reduced in B12-treated diabetic mice (Figure S3).

### 3.2. Global Gene Expression Analyses Revealed Pathways Through Which B12 Mitigates DN Development

The physiological and histological characterizations described above confirm that four months of age is the appropriate time point for investigating the protective effects of B12. At this stage, diabetic nephropathy in untreated diabetic mice has begun to develop at an early phase, and the global RNA expression profile is likely influenced both by inflammatory cell infiltration into the damaged kidneys and by secondary tissue responses. We therefore subjected four kidneys from each group to RNA seq analyses (*n* = 4 each). 

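The RNA came from the kidneys of 16 male Elmo1 H/H mice aged 16 weeks. The diabetic mice also carried Ins2 Akita/+, an insulin gene variant whose misfolded product leaves mice hyperglycemic. The labels of the libraries name 4 groups of 4, which are non-diabetic untreated (ND_C), non-diabetic B12-treated (ND_B12), diabetic untreated (D_C) and diabetic B12-treated (D_B12). B12 was given at 10 mg/kg per day in drinking water, for 8 weeks by the paper's methods and for 16 weeks by the labels. The authors aligned the reads to GRCm39 and deposited an estimated count per gene from StringTie, listed by Ensembl identifier and symbol. These counts, which were whole numbers, totalled between 65271308 and 91771136 per library. The median total was 77391433.5 in ND_C, 78002548.5 in ND_B12, 88562281 in D_C and 81982604.5 in D_B12, and each D_C total exceeded each ND_C total. Genes with fewer than 100 counts over all libraries were left out, as in the paper's methods, which kept 25408 of 57186 genes. Normalized counts below are counts divided by median-of-ratios size factors, given as mean ± SD over the 4 libraries of a labelled group. Log2 fold changes, their standard errors (SE) and Benjamini-Hochberg adjusted p-values come from edgeR's quasi-likelihood test with TMM normalization, fitted on all 16 libraries. All tests were two-sided, and an exact permutation test of 4 libraries against 4 cannot give a p-value below 0.0286. Gene positions are on GRCm39. The methods assign strand information from intron motifs and do not state whether counting was strand-specific, so the counts of a gene that overlaps another on either strand are uncertain. The group means in Table S3 match other sets of 4 libraries than the labels do, so every group and direction given for the RNA counts is that of the labels. No label date holds both D_C and D_B12 libraries, so no within-date value can be given for B12 in diabetic kidneys.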

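Between the libraries labelled D_B12 and D_C, 1419 genes had an unadjusted p-value below 0.05 in edgeR's test together with an absolute log2 fold change of at least 0.5, with 850 higher and 569 lower in D_B12. At an unadjusted p-value below 0.05 alone, 3468 genes passed. After adjustment 0 genes were below 0.05, and the smallest adjusted p-value from edgeR was 0.0703. The largest change among the alternatives came from DESeq2, which called 681 genes, 266 higher and 415 lower in D_B12. Past the volcano thresholds DESeq2 had 806 genes higher and 553 lower, an excess of higher genes that its adjusted calls did not show. The adjusted calls carry no fold-change threshold, so this loss cannot be put down to adjustment alone. Leaving out 1 library at a time, edgeR called between 0 and 67 genes, with the most when D_C 1 was left out. In 1672 genes (6.58% of those tested, where chance gives 2.86%) the normalized counts of the D_C and D_B12 libraries did not overlap. Of the 68 genes named in the paper, 39 were below 0.05 when adjusted over the list alone and 0 when adjusted over all genes. The list was chosen by the study on these samples, so the first count is not independent evidence.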

The differential gene expression analyses revealed widespread transcriptional differences between the kidneys of diabetic mice with and without B12 supplementation, as illustrated in a volcano plot (Figure 2). The top significantly upregulated and downregulated genes within each functional category, with their full names, and the effect of diabetes and B12 treatment, as well as the corresponding log2 fold-change values and padj values, are provided in Table S2. The mean normalized counts (±standard error) for each gene in each group, along with the effects of diabetes, B12 treatment, and their interactions, were assessed using a generalized linear model, as shown in Table S3. These representative gene groups were further analyzed alongside counts from non-diabetic kidneys and illustrated using heat maps (Figure 3). This analysis revealed that multiple genes previously associated with diabetic nephropathy are also responsive to B12. 

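For 180 genes, the 4 published group means were compared with the mean normalized count of each of the 1820 sets of 4 libraries. The published ND_C means matched the libraries labelled ND_C 1, 2 and 4 and ND_B12 1, with a median absolute log2 difference of 0.000265. The published ND_B12 means matched ND_C 3, ND_B12 2 and 3 and D_C 1 (0.000179), and the published D_C means matched the 4 libraries labelled D_B12 (0.000216). The published D_B12 means matched ND_B12 4 and D_C 2, 3 and 4 (0.000200). For the labelled groups the same difference was 0.0404 in ND_C, 0.0950 in ND_B12, 0.295 in D_C and 0.303 in D_B12. Of the libraries, 5 were placed in the same group by both and 11 in another.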

The significantly altered genes broadly belong to immune signaling (Figure 3A), transport (Figure 3B), redox pathways (Figure 3C), and fibrosis/metabolism (Figure 3D). In addition, genes involved in circadian rhythm regulation (Figure 3E) and linker histone H1 variants (Figure 3F) were among the top significantly regulated genes.

#### 3.2.1. Immune-Inflammatory Pathways

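Edar lies on chromosome 10, from 58436611 to 58511535, and overlaps Gm66493 on the opposite strand. Its normalized count was 35.1 ± 12.9 in the libraries labelled D_B12 and 87.8 ± 21.5 in those labelled D_C (SD, n = 4 each). By the labels, which differ from the grouping of Table S3, this was a log2 fold change of −1.33 (SE 0.26, edgeR adjusted p = 0.0783). The counts of both groups did not overlap (exact permutation p = 0.0286). The alternative that moved the test most was DESeq2, and the adjusted p-value for Edar ran from 0.000530 (with DESeq2) to 0.214 (without D_C 4). It also fell below 0.05, to 0.0424 in edgeR, when the adjustment was repeated without D_C 2.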

In B12-treated diabetic mice, *Edar*, a member of the tumor necrosis factor (TNF) receptor family that activates the downstream signaling pathway, including NF-kB, which is important for inflammation and tissue development, was upregulated. 

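Edaradd lies on chromosome 13, from 12487513 to 12535319, and overlaps no annotated gene. It had 405 ± 61.1 normalized counts in the libraries labelled D_B12 and 246 ± 57.1 in those labelled D_C (SD, n = 4 each). The log2 fold change was 0.72 (SE 0.18, edgeR adjusted p = 0.104), on labels that Table S3 does not share. Over the alternatives its adjusted p-value ran from 0.00718 (with DESeq2) to 0.278 (with the label date as a covariate), and only DESeq2 gave a value below 0.05.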

Its adaptor *Edaradd*, which is required to transmit signals from *Edar* to NF-κB, was downregulated, pointing to selective regulation in this signaling axis and NF-κB activation [17]. This dual pattern suggests that B12 preserved baseline EDAR function while limiting EDARADD-driven amplification of NF-κB–mediated inflammatory stress. Because *Edar* can also activate alternative pathways such as JNK/Erk signaling, B12 may bias downstream signaling toward protective, non-inflammatory outcomes [18]. Several interferon-stimulated genes (*Bst1*, *Ifit1bl2*, *Ifih1*) were also upregulated (Figure S4A), indicating that B12 restored interferon responsiveness, which is often impaired under hyperglycemia.

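Grouped by label, and therefore not as in Table S3, all 3 genes were lower in D_B12 than in D_C. Bst1, on chromosome 5, from 43976227 to 44001328, had 436 ± 146 normalized counts in D_B12 and 914 ± 209 in D_C (SD, n = 4 each), with a log2 fold change of −1.06 (SE 0.26, edgeR adjusted p = 0.103). It overlaps Fbxl5 on the opposite strand. Ifit1bl2, on chromosome 19, from 34594449 to 34639833, fell from 131 ± 9.87 in D_C to 68.7 ± 21.8 in D_B12, a log2 fold change of −0.93 (SE 0.22, edgeR adjusted p = 0.0981). This gene overlaps Ifit1 and 3 other annotated genes on the opposite strand. For Ifih1, on chromosome 2, from 62425714 to 62476607, the counts were 1188 ± 64.5 and 1475 ± 73.0, and the log2 fold change was −0.31 (SE 0.063, edgeR adjusted p = 0.0783). The adjusted p-values ran from 0.00359 (with DESeq2) to 0.347 (with the label date as a covariate) for Bst1, 0.00670 (with DESeq2) to 0.339 (with the label date as a covariate) for Ifit1bl2 and 0.00114 (with DESeq2) to 0.224 (with the compared groups fitted alone) for Ifih1. With the label date as a covariate, edgeR's adjusted p-value for Ifih1 was 0.0485. Over a list of 33 interferon-stimulated genes written before the counts were seen, 32 were lower in D_B12, with a median log2 fold change of −0.31. The set test camera, from limma with a preset correlation of 0.01, gave an adjusted p = 4.65e-11 over 75 set tests, unadjusted 1.86e-12. The median of the list was −0.056, with 20 genes lower, with the label date as a covariate. For B12 in diabetic kidneys, the unadjusted camera calls for these genes and for the clock activators and repressors held under fry and under a correlation estimated from the data. The call for the linker histone genes held under fry only, and those for the solute carriers, the immunoglobulin genes and the redox genes of Figure 3C held under neither.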

In addition, multiple relatively small-expression immunoglobulin genes that were suppressed in untreated diabetic kidneys (*Ighj2*, *Ighg1*, and *Iglc3*; counts are provided in Table S3.) were partially restored with B12, suggesting recovery of humoral defense mechanisms. 

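Ighj2, a joining segment of 100 bp on chromosome 12, from 113393088 to 113393187, had 93.0 ± 69.7 normalized counts in the libraries labelled ND_C, 26.1 ± 11.9 in D_C and 13.7 ± 4.22 in D_B12 (SD, n = 4 each). Its log2 fold change was −1.82 for diabetes in untreated kidneys (SE 0.45, edgeR adjusted p = 0.0526) and −0.94 for B12 in diabetic kidneys (SE 0.49, edgeR adjusted p = 0.424), by labels that differ from Table S3. For diabetes, the adjusted p-value of Ighj2 ran from 0.00432 (with DESeq2) to 0.583 (with the label date as a covariate), and in edgeR it was 0.0245 without D_C 1 and 0.0335 without ND_C 4. Ighg1, on chromosome 12, from 113288860 to 113294143, had 123 ± 163 in ND_C, 6.53 ± 6.80 in D_C and 3.87 ± 3.34 in D_B12. For B12 its log2 fold change of −0.72 (SE 1.9, edgeR adjusted p = 0.919) turned to 0.27 without D_C 1 and to 0.93 with the label date as a covariate. Iglc3, on chromosome 16, from 18883980 to 18884431, had 25.7 ± 14.9 in ND_C, 6.86 ± 7.37 in D_C and 20.7 ± 19.8 in D_B12, a log2 fold change of 1.54 for B12 (SE 0.85, edgeR adjusted p = 0.455), and overlaps 2010309G21Rik on the opposite strand. Reads of immunoglobulin genes can be shared among near-identical members, which makes these counts uncertain. Of 127 immunoglobulin genes, 123 were lower in D_C than in ND_C, with a median log2 fold change of −2.27 (limma camera adjusted p = 5.96e-23, unadjusted 1.59e-24). In D_B12 against D_C, 93 were lower, with a median of −0.74 (limma camera adjusted p = 0.00612, unadjusted 0.00196), and this median was −0.088 without D_C 1.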

While CD19^+^ B-cell infiltration was prominent in untreated diabetic kidneys, consistent with reports of their pathogenic role in DN, B12 treatment appeared to attenuate this pathological infiltration while enhancing T-cell-associated regulatory signatures. These results align with clinical evidence showing that B12 supplementation restores lymphocyte counts and enhances regulatory T-cell function in B12-deficient individuals [19]. Together, these findings support the immunomodulatory role of B12, as it alleviates renal inflammation by reducing pathogenic B-cell activity, promoting protective T-cell pathways (Figure S2A,B) and markedly lowering the elevated M1 macrophage population observed in diabetic kidneys (Figure S3).

#### 3.2.2. Solute Carrier Expression and Water Handling

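Slc4a5 encodes a sodium bicarbonate cotransporter and lies on chromosome 6, from 83196810 to 83281927. In libraries labelled D_B12 its normalized count was 77.3 ± 39.0, against 169.7 ± 27.7 in those labelled D_C (SD, n = 4 each). The log2 fold change was −1.13 (SE 0.28, edgeR adjusted p = 0.109), with groups taken from the labels and not from Table S3. It was −1.53 in edgeR without D_B12 1 (adjusted p = 0.0331), and the adjusted p-value of Slc4a5 ran from 0.00718 (with DESeq2) to 0.758 (with the label date as a covariate). Slc44a3 went from 827 ± 144 in D_C to 619 ± 51.7 in D_B12, a log2 fold change of −0.42 (SE 0.14, edgeR adjusted p = 0.198). For Slc4a1 the counts were 5266 ± 1145 and 4060.3 ± 361, with a log2 fold change of −0.37 (SE 0.17, edgeR adjusted p = 0.339). Slc22a4 changed least of these genes, with 4718 ± 599 in D_C, 4347 ± 180.0 in D_B12 and a log2 fold change of −0.12 (SE 0.080, edgeR adjusted p = 0.566). On the opposite strand, Slc44a3 overlaps A530020G20Rik and Gm65969 and Slc22a4 overlaps Gm30927.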

Proximal tubular cells are the most metabolically active cells in the kidney [20], and genes encoding transporters that are essential for electrolyte, amino acid, and phosphate regulation (*Slc4a5*, *Slc22a4*, *Slc4a1*, and *Slc44a3*) were significantly upregulated in the B12-treated diabetic group, suggesting improved tubular homeostasis. Conversely, solute carriers such as *Slc10a5* and *Slc25a19* were suppressed, indicating selective downregulation of nutrient and ion transport. 

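Slc10a5, on chromosome 3, from 10396794 to 10400716, had 4783 ± 938 normalized counts in libraries labelled D_B12 and 3789 ± 362 in those labelled D_C (SD, n = 4 each), a log2 fold change of 0.34 (SE 0.15, edgeR adjusted p = 0.321). It overlaps Gm38303 on its own strand and Gm66307 on the other. The direction rests on the labels, which Table S3 does not follow.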

*Aqp6* expression was also upregulated, pointing to enhanced water reabsorption capacity (Figure S4B). 

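Aqp6, on chromosome 15, from 99499075 to 99503358, had 3997 ± 262 normalized counts in the libraries labelled D_B12, 6658 ± 2121 in D_C and 3325 ± 284 in ND_C (SD, n = 4 each). By label, and unlike Table S3's grouping, its log2 fold change for B12 in diabetic kidneys was −0.73 (SE 0.19, edgeR adjusted p = 0.125). That adjusted p-value ran from 0.00977 (with DESeq2) to 0.275 (without D_B12 2), and in edgeR it was 0.0343 without D_C 1. Aqp6 overlaps Gm34765 on the opposite strand.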

Of note is that B12 strongly upregulated *Slc4a5*, which may explain the observed improvement in blood pressure regulation in the diabetic mice treated with B12.

#### 3.2.3. Redox Regulation

B12 is a SOD mimetic [3] and reduces oxidative stress on cells [1]. The current study did not show strong regulation of most of the antioxidant-related genes. Some of them, such as *Uba1*, *Pex5*, *Txnrd3*, and *Maoa*, were slightly upregulated, while *Sod1*, *Pdss1*, and *Gpx6* were suppressed in untreated diabetic kidneys but preserved with B12 (Table S2). 

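Of 25 redox genes shown in Figure 3C, 6 were higher and 19 lower in libraries labelled D_B12 than in those labelled D_C, with a median log2 fold change of −0.066 (limma camera adjusted p = 0.0868, unadjusted 0.0461). With edgeR, 0 of them had an adjusted p-value below 0.05 and 4 had an unadjusted p-value below 0.05. For diabetes in untreated kidneys the median was 0.15 (limma camera adjusted p = 0.00571, unadjusted 0.00156), with 20 genes higher in D_C than in ND_C. The unadjusted call held under neither fry nor an estimated correlation. Table S3 groups these libraries in another way.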

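In libraries labelled D_B12 against D_C, whose grouping Table S3 does not share, Uba1, Pex5, Txnrd3 and Maoa had log2 fold changes of −0.070 (SE 0.065), −0.072 (SE 0.087), −0.22 (SE 0.078) and −0.29 (SE 0.11). Their edgeR adjusted p-values were 0.698, 0.776, 0.223 and 0.280. The change of Pex5 was 0.024 without D_C 3. The normalized counts of Maoa, on chromosome X, from 16485893 to 16554057, were 569 ± 48.8 in D_B12 and 694 ± 65.7 in D_C (SD, n = 4 each). Sod1, on chromosome 16, from 90017408 to 90027657, had 32084 ± 959 in ND_C, 27362 ± 1737 in D_C and 26992 ± 856 in D_B12. For diabetes in untreated kidneys its log2 fold change was −0.23 (SE 0.061, edgeR adjusted p = 0.0625), with adjusted p-values from 0.00656 (with DESeq2) to 0.523 (with the label date as a covariate) and, in edgeR, 0.0349 without D_C 1. Its change with B12, −0.018 (SE 0.061, edgeR adjusted p = 0.936), changed sign with upper-quartile normalization (0.00294), with the label date as a covariate (0.067) and without D_C 1, 2 or 3. Pdss1 and Gpx6 had log2 fold changes of −0.25 (SE 0.089) and −0.25 (SE 0.24) for diabetes in untreated kidneys, and of 0.093 (SE 0.089) and −0.48 (SE 0.24) for B12 in diabetic kidneys. The edgeR adjusted p-values were 0.137 and 0.644 for diabetes, and 0.708 and 0.397 for B12. Pex5, Sod1 and Pdss1 each overlap a gene on the opposite strand, and Pdss1 and Gpx6 each overlap a gene on their own strand.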

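Txnip, which encodes the thioredoxin-interacting protein, lies on chromosome 3, from 96465267 to 96469201, and overlaps Gm15441 on the opposite strand. It had 27871 ± 4571 normalized counts in libraries labelled D_B12 and 45009.7 ± 8368 in those labelled D_C (SD, n = 4 each), 2 groups that Table S3 composes of other libraries. The log2 fold change was −0.69 (SE 0.20, edgeR adjusted p = 0.151), and every D_B12 count lay below every D_C count (exact permutation p = 0.0286). For Txnip the adjusted p-value ran from 0.0174 (with DESeq2) to 0.323 (without D_C 4), and edgeR gave 0.0466 with the label date as a covariate.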

Notably, *Txnip*, which responds to the glucose-inducible inhibitor of thioredoxin (Trx), was robustly induced with B12, which may appear maladaptive. This might seem harmful at first [21], but with B12, *Txnip* upregulation is likely be an adaptive response to manage oxidative stress and restore redox balance (Figure 3C). Together, these findings demonstrate that B12 strengthens renal antioxidant capacity and reduces diabetes-driven oxidative stress (Figure S4C).

#### 3.2.4. Metabolic and Structural Pathways

Fibrosis and extra cellular matrix (ECM)-associated genes such as *Col20a1*, *Muc6*, and *Ttn* were suppressed, while protective genes such as *Rph3a*, *Ptprn2*, *Aldoc*, and *Wnt11* were upregulated (Figure S4D–F). 

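Wnt11, on chromosome 7, from 98484319 to 98504402, had 29.3 ± 10.8 normalized counts in libraries labelled D_B12 and 103 ± 44.4 in D_C (SD, n = 4 each), a log2 fold change of −1.79 (SE 0.48, edgeR adjusted p = 0.134). Ttn, on chromosome 2, from 76534136 to 76812891, went from 865 ± 141 in D_C to 1434 ± 182 in D_B12, a log2 fold change of 0.73 (SE 0.14, edgeR adjusted p = 0.0783). Over the alternatives the adjusted p-value ran from 0.0101 (with DESeq2) to 0.480 (with the label date as a covariate) for Wnt11 and from 0.000333 (with DESeq2) to 0.215 (without D_C 4) for Ttn, which in edgeR was 0.0343 without D_C 1. Col20a1 and Muc6 had log2 fold changes of 0.65 (SE 0.21) and 0.62 (SE 0.22), with edgeR adjusted p-values of 0.193 and 0.231. For Rph3a, Ptprn2 and Aldoc the log2 fold changes were −1.25 (SE 0.47), −1.23 (SE 0.40) and −0.62 (SE 0.28), with edgeR adjusted p-values of 0.253, 0.187 and 0.349. Mean counts in D_C and D_B12 were 76.2 and 119 for Col20a1, 100.0 and 41.7 for Rph3a, and 108 and 45.9 for Ptprn2. Each of these genes except Aldoc overlaps another annotated gene. The directions are those of the labels and not of Table S3's groups.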

The heatmap analysis revealed the strong induction of fibrosis-associated and collagen-related genes in diabetic kidneys compared with controls. 

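The collagen genes Col5a3, Col11a2, Col4a3, Col4a1, Col4a2, Col4a4, Col24a1, Col7a1, Col10a1 and Col20a1 were compared between libraries labelled D_C and ND_C, groups that Table S3 fills with other libraries. The largest increases were in Col4a2, on chromosome 8, from 11362471 to 11499287, with a log2 fold change of 0.31 (SE 0.13, edgeR adjusted p = 0.216), and in Col4a1, which overlaps it head to head, with 0.27 (SE 0.14, edgeR adjusted p = 0.303). Normalized counts in ND_C and D_C were 13796 ± 260.3 and 17139.7 ± 4224 for Col4a2, and 21344 ± 1143 and 25744 ± 6593 for Col4a1 (SD, n = 4 each). Without D_C 1, edgeR gave adjusted p-values of 0.0296 for Col4a2 and 0.0461 for Col4a1, within ranges of 0.0296 to 0.924 and 0.0461 to 0.923 over all alternatives. Col11a2 (0.17) and Col5a3 (0.039) also had positive log2 fold changes. Col20a1 (−0.37), Col24a1 (−0.28), Col4a3 (−0.090), Col4a4 (−0.076), Col10a1 (−0.048) and Col7a1 (−0.014) had negative ones. The changes of Col5a3, Col7a1 and Col10a1 took the other sign with the label date as a covariate, and those of Col5a3, Col4a4, Col7a1 and Col10a1 did so when single libraries were left out. Over these 10 genes the median was −0.031 (limma camera adjusted p = 0.981, unadjusted 0.918), and over all 40 collagen genes tested it was 0.19 (limma camera adjusted p = 0.0579, unadjusted 0.0270), with 27 higher in D_C. Between libraries labelled D_B12 and ND_B12, all 10 of the genes named above were higher in D_B12, with a median of 0.31. The study chose these 10 genes on the same samples, and the D_B12 libraries are the ones that match its D_C means, so this is not independent evidence. Over all collagen genes tested, camera from limma gave an adjusted p = 0.138, unadjusted 0.0845, for D_B12 against ND_B12. In D_C against ND_C the unadjusted call for all collagen genes held under neither fry nor an estimated correlation. All of the 10 except Col11a2 overlap another annotated gene.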

Multiple collagen isoforms, including *Col5a3*, *Col11a2*, *Col4a3*, *Col4a1*, *Col4a2*, *Col4a4*, *Col24a1*, *Col7a1*, *Col10a1*, and *Col20a1*, exhibited marked upregulation in the diabetic group, indicating enhanced extracellular matrix (ECM) remodeling and collagen deposition (Figures S1 and S6). These changes suggest that B12 reduces maladaptive structural remodeling while enhancing repair pathways. Though the overall expression level was low, the upregulation of *Cfap52* was particularly notable. This gene is best known for its role in ciliary function in sperm [22]; its induction in kidney tissue suggests broader restoration of cilia-associated pathways. 

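Cfap52, on chromosome 11, from 67815632 to 67857270, had 119 ± 21.7 normalized counts in libraries labelled D_C, 45.9 ± 30.2 in D_B12, 37.0 ± 7.68 in ND_C and 61.8 ± 28.0 in ND_B12 (SD, n = 4 each). By label, where Table S3 groups otherwise, the log2 fold change for B12 in diabetic kidneys was −1.37 (SE 0.36, edgeR adjusted p = 0.128). It was −1.93 without D_B12 1 (edgeR adjusted p = 0.0351), and over the alternatives the adjusted p-value ran from 0.0152 (with DESeq2) to 0.561 (with the label date as a covariate). Cfap52 overlaps Stx8 and 9130017K11Rik on the opposite strand.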

Because cilia serve as sensory and polarity hubs in podocytes and tubular epithelia, *Cfap52* upregulation may stabilize epithelial organization and enhance renal function. Restoration of *Wnt11* further supports this interpretation, as *Wnt11* plays a crucial role in kidney polarity and epithelial repair [23]. Together, these changes demonstrate that B12 stabilizes multiple metabolic axes, including glucose handling, lipid metabolism, and mitochondrial function in the diabetic kidney.

#### 3.2.5. Vitamin B12 Reprograms Circadian Clock Networks and Chromatin Architecture in the Diabetic Kidney

B12 supplementation exerted pronounced effects on circadian regulation in the diabetic kidney (Figure 3E). 

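Bmal1, on chromosome 7, from 112806152 to 112914735, had 800.0 ± 207 normalized counts in libraries labelled D_B12 and 266 ± 42.0 in those labelled D_C (SD, n = 4 each), a log2 fold change of 1.59 (SE 0.46, edgeR adjusted p = 0.151). Npas2 and Clock were also higher in D_B12, with log2 fold changes of 1.47 (SE 0.48, edgeR adjusted p = 0.196) and 0.39 (SE 0.12, edgeR adjusted p = 0.173). Cry1, on chromosome 10, from 84967560 to 85021252, had 211 ± 42.0 in D_B12 and 393 ± 113 in D_C, a log2 fold change of −0.89 (SE 0.25, edgeR adjusted p = 0.140). For Cry2 the log2 fold change was −0.74 (SE 0.22, edgeR adjusted p = 0.153), for Per1 −0.55 (SE 0.24, edgeR adjusted p = 0.325) and for Per3 −0.80 (SE 0.22, edgeR adjusted p = 0.138). Of the alternatives, DESeq2 alone gave adjusted p-values below 0.05 for Bmal1, Cry1, Cry2 and Per3, and their ranges were 0.0444 to 0.291, 0.0175 to 0.639, 0.0213 to 0.319 and 0.0122 to 0.276. The median log2 fold change was 1.47 over the 3 activators (limma camera adjusted p = 0.00283, unadjusted 0.000477) and −0.74 over the 5 repressors, Cry1, Cry2, Per1, Per2 and Per3 (limma camera adjusted p = 0.000412, unadjusted 3.71e-05). A clock score was taken as the mean log2 CPM, which is the log2 of counts scaled to the library total, of the repressors minus that of the activators. It was −0.39 ± 0.347 in D_B12 and 1.44 ± 0.389 in D_C (SD, n = 4 each), a difference of −1.82 (exact permutation p = 0.0286, the smallest possible). In non-diabetic kidneys it was 1.20 ± 1.16 in ND_B12 and 0.21 ± 0.817 in ND_C (SD, n = 4 each, exact permutation p = 0.229). All of these genes except Cry1 overlap another annotated gene, and all groups are those of the labels, which are at odds with Table S3. The study chose these clock genes on the same samples, so the tests of the clock lists and score are not independent evidence.

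**Figure D1:**
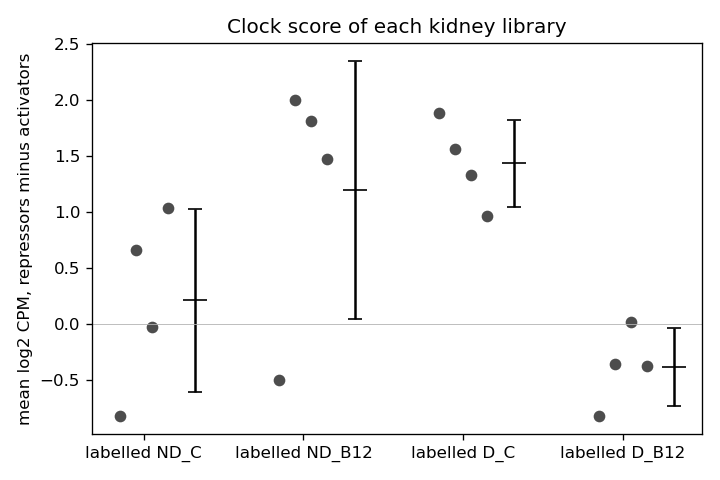
Clock score of each kidney library (mean log2 CPM of the repressors minus that of the activators) by labelled group, with bars for the mean and SD of each group. The D_C libraries lie between 0.96 and 1.89, and the D_B12 libraries between −0.83 and 0.020.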

Core clock activators including *Bmal1*, *Clock*, and *Npas2* were consistently suppressed, whereas negative feedback regulators (*Cry1-2*, *Per1-3*) and the NAD^+^-biosynthetic gene *Nampt* were strongly induced. This coordinated shift indicates that B12 actively reprograms circadian transcriptional feedback loops, rather than just protecting against metabolic stress. The induction of *Nampt*, a central regulator of NAD^+^ metabolism [24], highlights a direct mechanistic link between B12 supplementation, redox cofactor availability, and circadian timing. These findings reveal that B12 mediates circadian–metabolic networks under diabetic conditions, suggesting a broader systemic role for B12 in synchronizing renal metabolism with whole-body clock regulation (Figure S4G).

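Nampt, on chromosome 12, from 32869544 to 32903368, overlaps no annotated gene. Its normalized count was 11261 ± 1271 in libraries labelled D_B12 and 14779 ± 1790.3 in those labelled D_C (SD, n = 4 each), which Table S3 assigns to other groups. This gave a log2 fold change of −0.39 (SE 0.099, edgeR adjusted p = 0.112), and each D_B12 count was below each D_C count (exact permutation p = 0.0286). Over the alternatives, the adjusted p-value of Nampt ran from 0.0120 (with DESeq2) to 0.286 (without D_C 4), with DESeq2 alone below 0.05. Nampt rises in the paper's own values. From these and its clock genes, the paper concludes that B12 links the supply of redox cofactors to circadian timing. It also proposes a wider role for B12 in aligning renal metabolism with the body clock. The paper further reports RT-PCR of selected genes, with Nampt and Cry1 also shown for the sequenced mice alone. It measured Nampt and clock genes in BU.MPT cells as well. Neither experiment is analysed here.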

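H1f0, on chromosome 15, from 78912650 to 78914704, had 8432 ± 862 normalized counts in libraries labelled D_B12 and 12076 ± 1940.4 in those labelled D_C (SD, n = 4 each), a log2 fold change of −0.52 (SE 0.11, edgeR adjusted p = 0.0850). H1f2, on chromosome 13, from 23922791 to 23924350, had a log2 fold change of −0.71 (SE 0.17, edgeR adjusted p = 0.0978), and H1f4 one of −0.36 (SE 0.14, edgeR adjusted p = 0.266). For H1f3, H1f5 and H1f10 the B12 effect differed between diabetic and non-diabetic kidneys by −0.80 (SE 0.42), −0.45 (SE 0.39) and −0.72 (SE 0.46) on the log2 scale, and the edgeR adjusted p-values of this interaction were 0.376, 0.630 and 0.485. Their log2 fold changes for B12 in diabetic kidneys were −1.06, −0.71 and −1.07. For B12 in diabetic kidneys, the adjusted p-value ran from 0.00248 (with DESeq2) to 0.220 (without D_C 4) for H1f0, from 0.00335 (with DESeq2) to 0.247 (without D_C 4) for H1f2 and from 0.0152 (with DESeq2) to 0.328 (without D_C 4) for H1f3. With the label date as a covariate, edgeR gave adjusted p-values below 0.05 for H1f0 (0.0401), H1f2 (0.0251), H1f4 (0.0268) and H1f10 (0.0314). H1f4 and H1f10 ran up to 0.549 and 0.395 over the other alternatives. Without D_C 2, edgeR's adjusted p-value for H1f2 was 0.0413. Over 7 linker histone genes the median log2 fold change for B12 in diabetic kidneys was −0.71 (limma camera adjusted p = 0.000544, unadjusted 5.80e-05). Each of these genes except H1f2 overlaps another annotated gene, the variants are close paralogs that can share reads, and the groups follow the labels where Table S3 does not.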

Multiple linker histone H1 variants exhibited dynamic responsiveness: *H1f0*, *H1f2*, and *H1f4* were upregulated (Figure 3F), while *H1f3*, *H1f5*, and *H1f10* showed an interaction effect (Table S2). This pattern suggests that B12 reinforces chromatin compaction and nucleosome stability, potentially enhancing transcriptional control under diabetic stress. 

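Wee1, on chromosome 7, from 109721148 to 109747101, had 1192 ± 198 normalized counts in libraries labelled D_B12 and 1792 ± 258 in those labelled D_C (SD, n = 4 each). Its log2 fold change was −0.59 (SE 0.15, edgeR adjusted p = 0.124). Cdk20, on chromosome 13, from 64580128 to 64589587, had 301 ± 33.8 in D_B12 and 205 ± 23.8 in D_C, a log2 fold change of 0.56 (SE 0.14, edgeR adjusted p = 0.110). For both genes the counts of the groups, which are the labelled ones and not those of Table S3, did not overlap (exact permutation p = 0.0286). The adjusted p-value ran from 0.0125 (with DESeq2) to 0.405 (with the label date as a covariate) for Wee1 and from 0.0121 (with DESeq2) to 0.258 (without D_C 4) for Cdk20, and was below 0.05 with DESeq2 only. Wee1 overlaps 1600010M07Rik and Cdk20 overlaps 1700015C15Rik, each on the opposite strand.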

In parallel, upregulation of *Wee1*, a key G2/M checkpoint kinase [25], together with downregulation of *Cdk20*, points to a coordinated role for B12 in restraining cell cycle progression and synchronizing it with circadian timing [26] (Figure 3F). Together, these changes indicate that B12 does not solely act as a metabolic cofactor but actively remodels nuclear architecture and checkpoint regulation in the diabetic kidney (Figure S4H). Furthermore, the transcriptomic evidence positions B12 as a multi-layered modulator of renal homeostasis, with effects spanning immune signaling, solute and water transport, oxidative balance, metabolic remodeling, circadian alignment, and chromatin regulation. Although histological changes remained modest at this early stage, RNA-seq revealed clear molecular reprogramming toward protective pathways.

### 3.3. Circadian Gene Expression of Proximal Tubular BU.MPT Cells

B12 treatment significantly modified the oscillatory rhythms of several circadian and metabolic genes, including *Bmal1*, *Per1*, *Dbp*, *Cry1*, *Nampt*, and *Elmo1* in BU.MPT cells. Under control conditions (without B12), these genes displayed clear rhythmic patterns of relative expression with multiple distinct peaks across the time course (Figure 4). In the presence of B12 in the medium, the peaks for the core clock genes *Bmal1*, *Per1*, and *Dbp* were shifted forward by approximately 2–4 h, while the *Cry1* peak was delayed by about 2 h. Specifically, in the control medium, the two main peaks of *Bmal1* were observed at ~34 h and 58 h, respectively, whereas with B12, peaks were detected at ~30 h and ~56 h, with the second peak being lower in amplitude than the first. *Per1* normally showed peaks at 26 h, 46 h, and 56 h, but with B12 treatment, the peaks shifted to 24 h, 40 h, and 52 h, indicating a consistent shift forward. *Dbp* showed only a slight phase shift: its early peak at ~22 h remained unchanged, but the later peak shifted from 44 h (control) to 42 h (B12). By contrast, *Cry1* displayed three peaks (two of which were major), under control conditions (24 h, 47 h, and 56 h), but with B12 treatment, only two peaks were observed, at ~28 h and ~51 h. This reflects a delay with B12 treatment, with no significant difference in the amplitude of these two genes.

In contrast, the metabolic regulators *Nampt* and *Elmo1* lost their normal oscillatory behavior under B12 treatment. In the control medium, both genes showed four clear peaks across the monitoring period. With B12, however, their oscillations flattened, remaining at a consistent level, particularly from 20 h to 52 h, suggesting a loss of rhythmic oscillation and a shift toward sustained expression (Figure 4).

Protein levels in the BU.MPT cells exhibited clear time-dependent oscillations of core clock proteins. Bmal1 protein showed a rhythmic pattern in both the control and B12-treated groups, with a shared trough around 44 h and rising levels toward 60 h. However, B12 treatment reduced the overall Bmal1 amplitude, resulting in lower expression at several time points compared with controls. These findings indicate that while phase timing remained largely preserved, B12 attenuates the magnitude of Bmal1 rhythmic expression, suggesting a modulatory effect on the positive limb of the clock. Per1, a negative-arm clock component, also displayed rhythmic oscillation with a trough near 36 h and a peak around 52 h in control cells, consistent with its expected phase delay relative to Bmal1. In contrast to Bmal1, B12-treated cells showed higher baseline Per1 levels and a smoother, more stable oscillatory pattern. This deviation in Bmal1 dampening versus Per1 elevation suggests that B12 differentially modulates positive and negative clock components in renal epithelial cells. Together, these data confirm that BU.MPT cells maintain an intrinsic circadian rhythm after synchronization and raise the possibility that B12 influences circadian protein dynamics through metabolic or epigenetic pathways, though additional studies are required to define the underlying mechanisms (Figure 4G,H).

## 4. Discussion

In this study, we aimed to determine the basis of the reno-protective effects of B12 in early DN, linking pathological observations with transcriptomic analysis. The genes significantly regulated by B12 include those (1) showing immuno-modulatory functions restoring interferon responsiveness and limiting CD19-positive B-cell infiltration while enhancing regulatory T-cell function; (2) involved in the maintenance of tubular cell homeostasis including cilial repair, solute carrier expression, and mitochondrial metabolic functions; (3) showing enhanced redox regulation and antioxidant defense capacity; (4) involved in the promotion of tissue repair and fibrosis; and (5) involved in the regulation of circadian rhythm and cell cycle progression. These B12-regulated genes include *Col20a1*, *Txnip*, *Ptprn2*, and *Ttn*, which have also been implicated in genome-wide association studies in humans with DN [27,28] or discovered by the use of animal models [27,28], and which are all worthy of focused analyses and evaluations in the future. Within the scope of our current work, we will focus the following discussion on potential roles of the circadian rhythm control of B12-affected genes in diabetic complications in kidneys.

Previous studies demonstrate that B12 supplementation can broadly affect DNA methylation patterns in human cells and in vivo, likely via one-carbon metabolism and SAM production [29]. Moreover, there is growing evidence that core clock genes are regulated epigenetically via promoter and histone modifications [30], which could provide a mechanistic link for how B12 alters circadian gene expression in peripheral tissues. However, no studies have to date examined the effects of B12 on these genes or on other B12-regulated genes which were found in our study. In addition, the B12-regulated genes described and the precise mechanisms underlying their kidney-protective effects remain to be elucidated.

The circadian clock is an intrinsic timing system that regulates physiological and behavioral functions in alignment with the light–dark cycle through transcriptional–translational feedback loops [31]. We did not anticipate a priori that Vitamin B12 would affect the expression of circadian rhythm-controlling genes in diabetic mice to a measurable extent, though the accumulating literature suggests its potential role. 

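Bhlhe40, Hif3a and Nr1d1 were compared between libraries labelled D_C and ND_C, which Table S3 places in other groups. Bhlhe40, on chromosome 6, from 108636626 to 108644502, had 6411 ± 984 normalized counts in D_C and 7514 ± 528 in ND_C (SD, n = 4 each), a log2 fold change of −0.23 (SE 0.16, edgeR adjusted p = 0.473). Hif3a had a log2 fold change of 0.26 (SE 0.34, edgeR adjusted p = 0.749), which was −0.011 without ND_C 4. For Nr1d1 it was −0.011 (SE 0.19, edgeR adjusted p = 0.985), and it lay between −0.16 and 0.12 when each library was left out in turn. Averaged over treatment, the log2 fold changes for diabetes were −0.40 for Bhlhe40, 0.45 for Hif3a and 0.18 for Nr1d1, with edgeR adjusted p-values of 0.0602, 0.323 and 0.503. For B12 in diabetic kidneys the log2 fold changes were −0.43 for Bhlhe40, 0.36 for Hif3a and 0.20 for Nr1d1, with edgeR adjusted p-values of 0.242, 0.692 and 0.693. The last of these log2 fold changes was −0.073 with the label date as a covariate. Bhlhe40 and Hif3a each overlap a gene on the opposite strand, and Nr1d1 overlaps Thra.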

In the present study, B12 modulated several core clock genes (*Bmal1*, *Cry1*, *Cry2*, *Per1*, *Per3*), while other genes were primarily affected by diabetes (*Bhlhe40*, *Hif3a*, and *Nr1d1*). Additionally, a subset showed combined effects (*Clock*, *Per2*, *Bhlhe41*, and *Hif1a*). 

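Hif1a, on chromosome 12, from 73948149 to 73996321, had 6168 ± 422 normalized counts in libraries labelled ND_C, 8319 ± 1065 in D_C and 7159 ± 752 in D_B12 (SD, n = 4 each). Its log2 fold change was 0.43 for diabetes in untreated kidneys (SE 0.098, edgeR adjusted p = 0.0429) and −0.21 for B12 in diabetic kidneys (SE 0.097, edgeR adjusted p = 0.346). Over the alternatives the adjusted p-value of Hif1a for diabetes ran from 0.00186 (with DESeq2) to 0.122 (without ND_C 2), and it was above 0.05 with the label date as a covariate, with the compared groups fitted alone and without any 1 of ND_C 1, ND_C 2, ND_C 3, D_C 2, D_C 3 and D_C 4. Bhlhe41 had log2 fold changes of 1.14 (SE 0.34, edgeR adjusted p = 0.0922) and −0.80 (SE 0.34, edgeR adjusted p = 0.314) in these comparisons, by the labels and against Table S3's grouping. For diabetes the adjusted p-value of Bhlhe41 ran from 0.0394 (with DESeq2) to 0.703 (with the label date as a covariate), and in edgeR it was 0.0474 without D_C 1. Per2 had a log2 fold change of −0.44 for B12 (SE 0.20, edgeR adjusted p = 0.341), which became 0.13 with the label date as a covariate, and of 0.13 for diabetes. The interaction of diabetes and B12 was −0.63 (SE 0.28, edgeR adjusted p = 0.274) for Per2, 0.49 (SE 0.17, edgeR adjusted p = 0.171) for Clock, −1.33 (SE 0.48, edgeR adjusted p = 0.189) for Bhlhe41 and −0.40 (SE 0.14, edgeR adjusted p = 0.173) for Hif1a. Each of these genes overlaps another annotated gene on the opposite strand.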

The publicly available data bank, Circa (http://circadb.hogeneschlab.org, accessed on 23 November 2025), lists daily oscillations in expression in multiple B12-responsive genes involved in immunity, antioxidant defense, and fibrosis pathways in peripheral tissues, including the kidney (Table S3) [32,33]. Thus, influence of B12 on circadian regulation likely contributed to the improvement of physiological parameters during the early stages of diabetic complications in our experiments.

Notably, circadian regulation is tightly interconnected with blood pressure (BP) control and kidney disease. Mice lacking *Cry1/2* show elevated daytime BP and worsened renal injury, whereas kidney-specific *Bmal1* disruption alters BP rhythms [34,35]. The fact that our samples (collected at ZT7–ZT9) showed lower clock activators and higher *Cry1/2* repressor expression may therefore have contributed to the SBP effects we observed with B12, even if these were not directly causal. In addition, contrary to reports that glutamine and methionine upregulate *Bmal1* in adipose tissue [32], B12 downregulated *Bmal1* in the diabetic kidney in our study, highlighting the tissue-specific regulation of circadian genes. In addition, recent works support a connection between solute carrier (SLC) gene expression and circadian clock regulation. For example, *Slc22a2*, a renal organic cation transporter, exhibits rhythmic expression controlled by the core clock protein CLOCK via PPARα-mediated signaling [33]. Similarly, *Slc5a1* (*Sglt1*), a sodium-glucose co-transporter, has been shown to follow a circadian pattern of expression in intestinal and renal tissues, influenced by transcription factors such as *Hnf1* and *Per1* [36]. In our study, we observed modulation in response to the B12 treatment of several SLC genes, including *Slc5a1* and some genes in the SLC22 family. 

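Slc5a1, on chromosome 5, from 33261563 to 33320214, had 6261 ± 972 normalized counts in libraries labelled D_B12 and 6972 ± 2279.9 in those labelled D_C (SD, n = 4 each), a log2 fold change of −0.15 (SE 0.18, edgeR adjusted p = 0.774). Without D_C 2 this was 0.092. Slc5a1 overlaps Gm15936 on its own strand. Slc22a2, on chromosome 17, from 12803019 to 12847375, had 21316 ± 1004 and 21322 ± 3342, a log2 fold change of 0.0008 (SE 0.091, edgeR adjusted p = 0.998) whose sign was negative with DESeq2, with the label date as a covariate and without D_C 1, D_B12 2 or D_B12 4. Of 333 solute carriers, 135 were higher and 198 lower in D_B12, with a median log2 fold change of −0.038 (limma camera adjusted p = 0.0718, unadjusted 0.0354). With the label date as a covariate 227 were lower, with a median of −0.12 (limma camera p-value 0.000321). In edgeR's test 0 of them had an adjusted p-value below 0.05 and 61 an unadjusted one, on labels whose groups Table S3 does not share.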

While the precise mechanisms remain to be clarified, the coordinated changes in clock-controlling genes and SLC expression suggest that B12 influences metabolic transport through circadian pathways.

*Nampt* upregulation in B12-treated kidneys links circadian control and cell metabolism by enhancing the NAD^+^–Sirt1 feedback loop that modulates Clock:Bmal1 activity. *Nampt* encodes the rate-limiting enzyme of the NAD^+^ salvage pathway, a critical regulator of cellular energy metabolism [24,37]. In this context, the observed profile of low *Bmal1*/*Npas2*/*Clock* and high *Cry1-2* suggests that B12 enhances Nampt–NAD^+^–Sirt1 signaling, rebalancing circadian outputs in the kidney. The upregulation of *Hif1a* alongside circadian changes highlights a broader link between B12 and metabolic adaptation under stress. *Hif1a* is a master regulator of hypoxia responses and has been implicated in obesity and metabolic dysfunction [38,39]. Thus, B12 may reset peripheral clocks and partially normalize hypoxia-related signaling, providing a protective mechanism in metabolic disease.

An additional noteworthy finding in our study was the regulation of H1 linker histones by B12 treatment in diabetic mice. Linker histones occupy the nucleosome entry–exit regions of DNA, facilitate higher-order chromatin folding, and suppress aberrant transcriptional activity [40,41,42]. Our results suggest that B12 modulates the expression of histone linker genes and thereby influences epigenetic regulation, potentially reshaping chromatin structure and altering the transcriptional activity of genes related to metabolism, circadian rhythms, and renal function. Hyperglycemia, advanced glycation end-products (AGEs), and ROS remodel the chromatin structure, in part by shifting the activity of histone-modifying enzymes. Glycation can directly damage H1 proteins and weaken H1–chromatin interactions, leading to chromatin relaxation and the inappropriate activation of pro-inflammatory genes [43,44]. Such stress and dedifferentiation states are typically accompanied by reduced H1.0 levels, consistent with our observation in untreated diabetic mice.

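For diabetes in untreated kidneys, H1f0, which encodes H1.0, had 8778 ± 632 normalized counts in libraries labelled ND_C (SD, n = 4), below each D_C library. The log2 fold change was 0.46 (SE 0.11, edgeR adjusted p = 0.0517), with the labels' groups and not those of Table S3. Its adjusted p-value ran from 0.00475 (with DESeq2) to 0.634 (with the label date as a covariate), and edgeR gave 0.0210 without D_C 1 and 0.0498 with upper-quartile normalization. H1f0 overlaps Gm49544 on the opposite strand.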

Our experiments with a BU.MPT cell line demonstrated that B12 influences the oscillations of circadian genes, despite the patterns of mRNA levels and protein concentration being complex, providing an indication of B12’s potential regulatory role in circadian dynamics. B12 shifted oscillator timing in a non-uniform manner, and this deviation between positive- and negative-limb genes suggests that B12 alters the internal balance of the feedback loops, temporarily reshaping the expression of downstream clock-controlled genes. Several mechanisms could underlie this effect: The first is methylation control—B12 is a cofactor in one-carbon metabolism, potentially modifying DNA and histone methylation at clock gene promoters [45]. The second is NAD^+^ availability—by influencing *Nampt* and the NAD^+^ salvage pathway, B12 may alter the Sirt1-mediated deacetylation of Bmal1/Clock [46]. The third is protein synthesis and stability- B12 may affects protein synthesis/stability/ nuclear translocation. Further studies required. Our results are also consistent with prior evidence that methyl donor availability alters clock phase and amplitude. In hepatocytes, methylation-dependent modification of Bmal1/Clock binding sites shifted circadian oscillations [47]. In humans, B12 supplementation advanced melatonin and core body temperature rhythms, further supporting an entrainment role for B12 in peripheral clocks [48]. Finally, B12’s effects as a strong antioxidant cannot be ignored, since N-acetyl cysteine administration has been shown to delay the early onset of aging in mice lacking Bmal1 and extend their life span by reducing their chronic oxidative stress (Kondratov RV et al., Aging, vol1 No12 979).

While our current study provides novel insights into the effects of B12 on circadian clock gene expression in male *Elmo1*-overexpressing diabetic and non-diabetic mice, several limitations should be acknowledged. We have studied mice at only one time point, at ZT 7-9. Because circadian gene expression is inherently dynamic, multiple time points must be analyzed to fully capture the oscillatory patterns and the complete influence of B12 on circadian regulation. In addition, only male mice were studied due to the limitation of diabetic mouse models, which limits the generalizability of the findings. Sex-specific differences in metabolism, circadian rhythms, and the response to B12 may exist, and future studies should include female mice to evaluate these potential effects. The potential effect of altered clock gene expression may be associated with epigenetic modifications induced by Vitamin B12. Further studies are required to confirm this mechanism. The mouse model we used overexpresses the *Elmo1* gene and exhibits accelerated progression of DN. *Elmo1* is an established DN-linked locus, and further studies are necessary to elucidate how this locus interacts with B12 and with circadian rhythm.

## 5. Conclusions

Vitamin B12 exhibits protective effects against early diabetic kidney injury by modulating genes involved in redox balance, inflammation and immunity, solute transport, and structural integrity. The increased transcription of linker histone H1 variants suggests a potential role for enhanced chromatin stability and altered cell cycle progression. Together with our RNA-seq findings and BU.MPT cell oscillation data, these results point to a previously unrecognized epigenetic and circadian mechanism through which Vitamin B12 mitigates early diabetes-induced renal injury. The observed changes in cellular components involved in the renal response to diabetes further support a link between circadian gene regulation and H1 histone variants. Moreover, existing circadian datasets indicate that a substantial proportion of B12-responsive genes associated with DN are under circadian control. Collectively, these findings highlight the importance of circadian and epigenetic regulation in the protective actions of Vitamin B12 during early diabetic kidney injury.

## Figures and Tables

**Figure 1:**
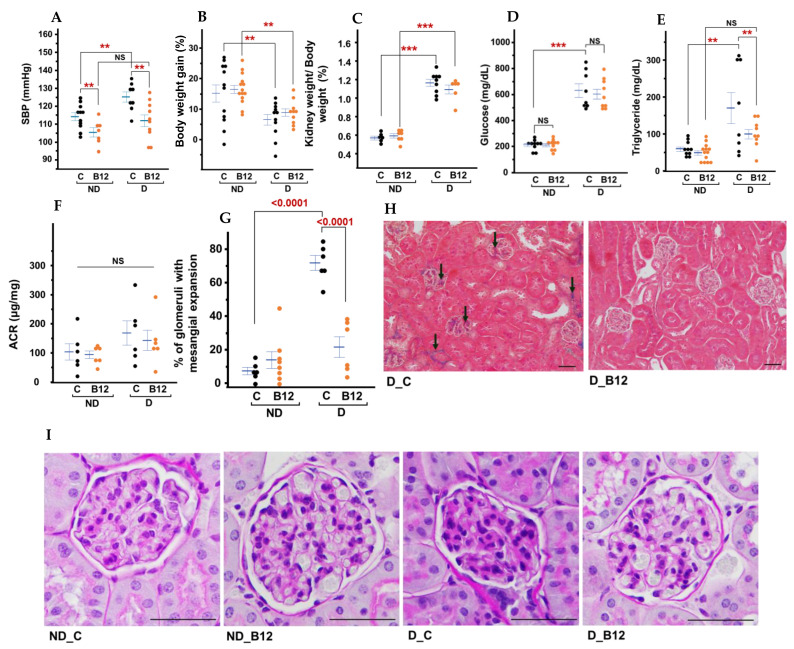
B12 improves pathological and renal parameters in diabetic mice. (**A**) SBP; (**B**) body weight changes from two months to four months of age; (**C**) kidney weight/body weight; (**D**) plasma glucose; (**E**) plasma triglycerides; (**F**) urinary albumin-to-creatinine ratio; (**G**) quantitative assessment of glomerular mesangial matrix expansion performed via blinded histopathological scoring. For each kidney section, 80–100 glomeruli were evaluated. The percentage of glomeruli with mesangial expansion was calculated using the following formula: (number of glomeruli with mesangial expansion/total number of glomeruli analyzed) × 100. (**H**) Masson’s Trichrome staining highlighting fibrosis (black) arrows, Glomerular magnification shown in Figure S1A). (**I**) Periodic acid–Schiff (PAS) staining with hematoxylin of the glomerulus in 16-week-old male mice. Groups: non-diabetic (ND), diabetic (D), control (C), and Vitamin B12-treated (B12). Scale bars: 50 μm. Data are yjr mean ± SEM, *n* = 5–13 mice/group. ** *p* < 0.05, *** *p* < 0.001, NS = not significant.

**Figure 2:**
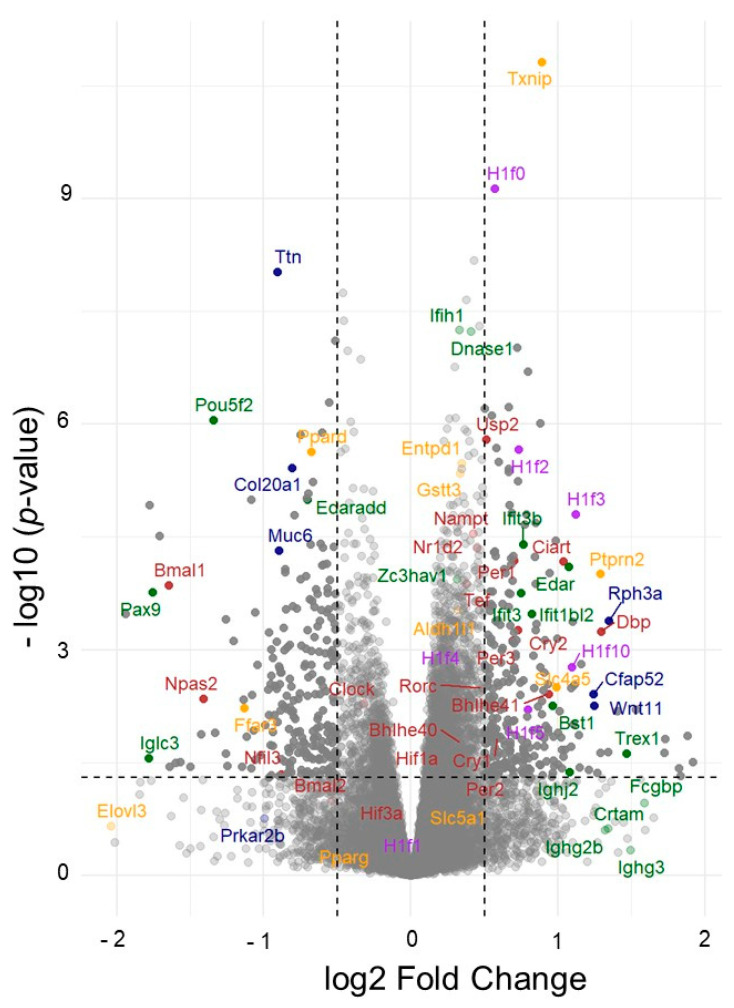
Volcano plots showing differential gene expression in diabetic mice treated with B12. The volcano plot displays the distribution of differentially expressed genes based on the log_2_ fold change (x-axis) and −log_10_(*p*-value) (y-axis). Vertical dashed lines indicate the fold change cutoff (±0.5), and the horizontal dashed line represents the significance threshold (*p* < 0.05). Genes that meet both thresholds are classified as significant and are plotted with higher opacity, while non-significant genes are shown with reduced opacity. Data points are color-coded according to functional categories: immune (dark green), histone (purple), circadian (red), metabolism and transport (orange), and structural (navy). Representative genes within each category are labeled. The top 20–30 genes for each category are shown in separate volcano plots; due to the multiple functions of *Txnip*, it is also categorized as antioxidant (Figure S4A–J).

**Figure 3:**
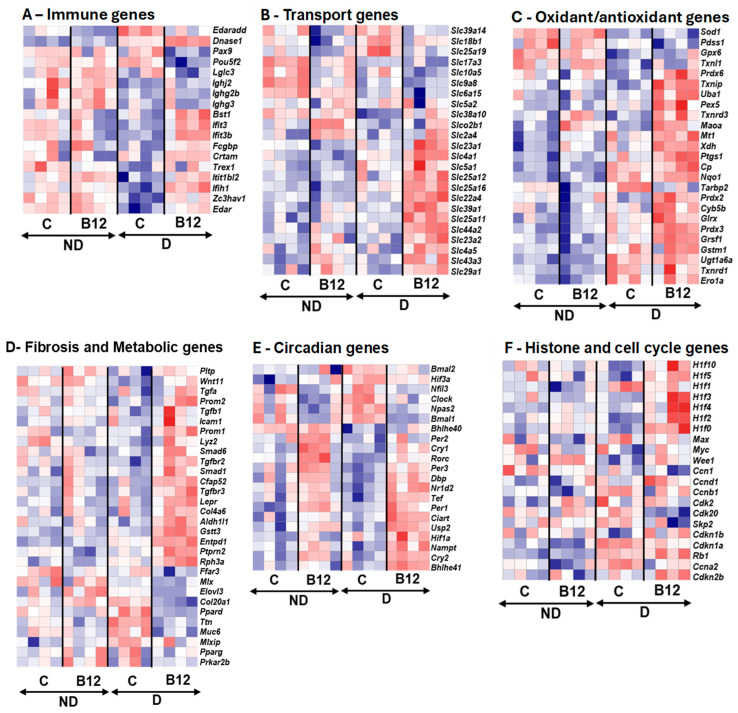
Vitamin B12 Modulates Gene Expression Across Multiple Pathways. Heat maps represent the expression of (**A**) immune genes; (**B**) transport genes; (**C**) oxidant/antioxidant genes; (**D**) fibrosis and metabolic genes; (**E**) circadian genes; and (**F**) histone and cell cycle genes in non-diabetic (ND) and diabetic (D) mice treated with Vitamin B12 (B12) or untreated controls (C). The color intensity represents normalized expression (log_2_ fold change in normalized counts), with red indicating upregulation and blue indicating downregulation. Selected genes were confirmed by RT-PCR, as presented in Figure S5.

**Figure 4:**
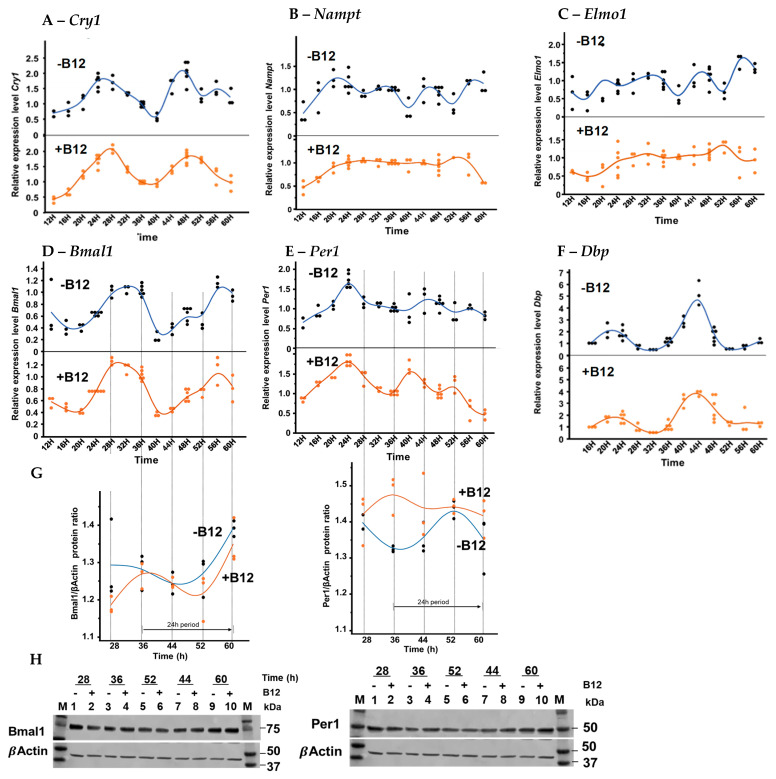
Effect of B12 on circadian gene rhythmicity in cultured BU.MPT cells. Cells were treated with B12 (+B12) or the vehicle (-B12) and gene expression was assessed by RT-qPCR across the circadian cycle. Control cells displayed strong oscillations in (**A**) *Cry1*, (**B**) *Nampt*, (**C**) *Elmo1*, (**D**) *Bmal1*, (**E**) *Per1*, and (**F**) *Dbp*, whereas B12 treatment altered the phase and amplitude of these rhythms. Data were normalized to *β-actin* expression, analyzed using the 2^−ΔΔCt^ method, and expressed as linear expression ratios, with the mean expression at 36H of the individual gene illustrated without B12 set to 1.0. Total protein extracts from BU.MPT cells synchronized with dexamethasone were collected at selected time points and analyzed by SDS–PAGE followed by (**H**) Western blotting for Bmal1 and Per1. (**G**) Graphs show the band intensity ratios normalized to β-actin. The experiment was performed once, and band quantification was carried out using Fiji ImageJ 1.54p (Wayne Rasband and contributors, National Institute of Health, Bethesda, MD, USA). Original figures can be found in Supplementary Materials.

## Data Availability

RNA sequencing data have been deposited in NCBI Gene Expression Omnibus (accession #: GSE306999).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biom15121689/s1: Figure S1: Masson’s Trichrome staining highlights fibrosis and hematoxylin and eosin (H&E) staining of kidney sections to assess tissue morphology and structural changes. Figure S2: B-cell and T-cell distribution in diabetic kidneys with/without Vitamin B12 treatment; Figure S3: Double immunostaining of kidney sections for F4/80 (macrophage marker) and iNOS (M1 macrophage marker) for diabetic groups. Figure S4: Volcano plots of differentially expressed genes in B12-treated diabetic animals, categorized into functional groups; Figure S5: RT-PCR validation of selected genes. Figure S6: Vitamin B12 modulates gene expression across kidney fibrosis. Table S1: Real-time PCR primers used; Table S2: Top significantly altered genes within each functional category showing effects of diabetes and Vitamin B12 treatment [18,21,22,23,24,25,26,32,33,36,37,40,41,42,49,50,51,52]; Table S3: Mean normalized counts (±SE) for each gene and the effects of diabetes, Vitamin B12 treatment, and their interaction, as assessed by a generalized linear model.

## Abbreviations

The following abbreviations are used in this manuscript:

B12	Vitamin B12
SOD	Superoxide dismutase
ROS	Reactive oxygen species
*Elmo1*	Engulfment and Cell Motility 1
SNPs	Single nucleotide polymorphisms
GSH	Glutathione
TGFβ1	Transforming growth factor β1
SBP	Systolic blood pressure
GEO	NCBI Gene Expression Omnibus
qRT-PCR	Quantitative Reverse-transcription Polymerase Chain Reaction
PAS	Periodic Acid–Schiff
TNF	Tumor necrosis factor
ECM	*extra cellular matrix*
AGEs	Advanced glycation end-products
BP	Blood pressure
SLC	Solute carrier

# Supplementary material for: Vitamin B12 Protects Against Early Diabetic Kidney Injury and Alters Clock Gene Expression in Mice
**Source:** Biomolecules. 2025 Dec 3;15(12):1689. doi: 10.3390/biom15121689
**Supplement:** Supplementary file 1

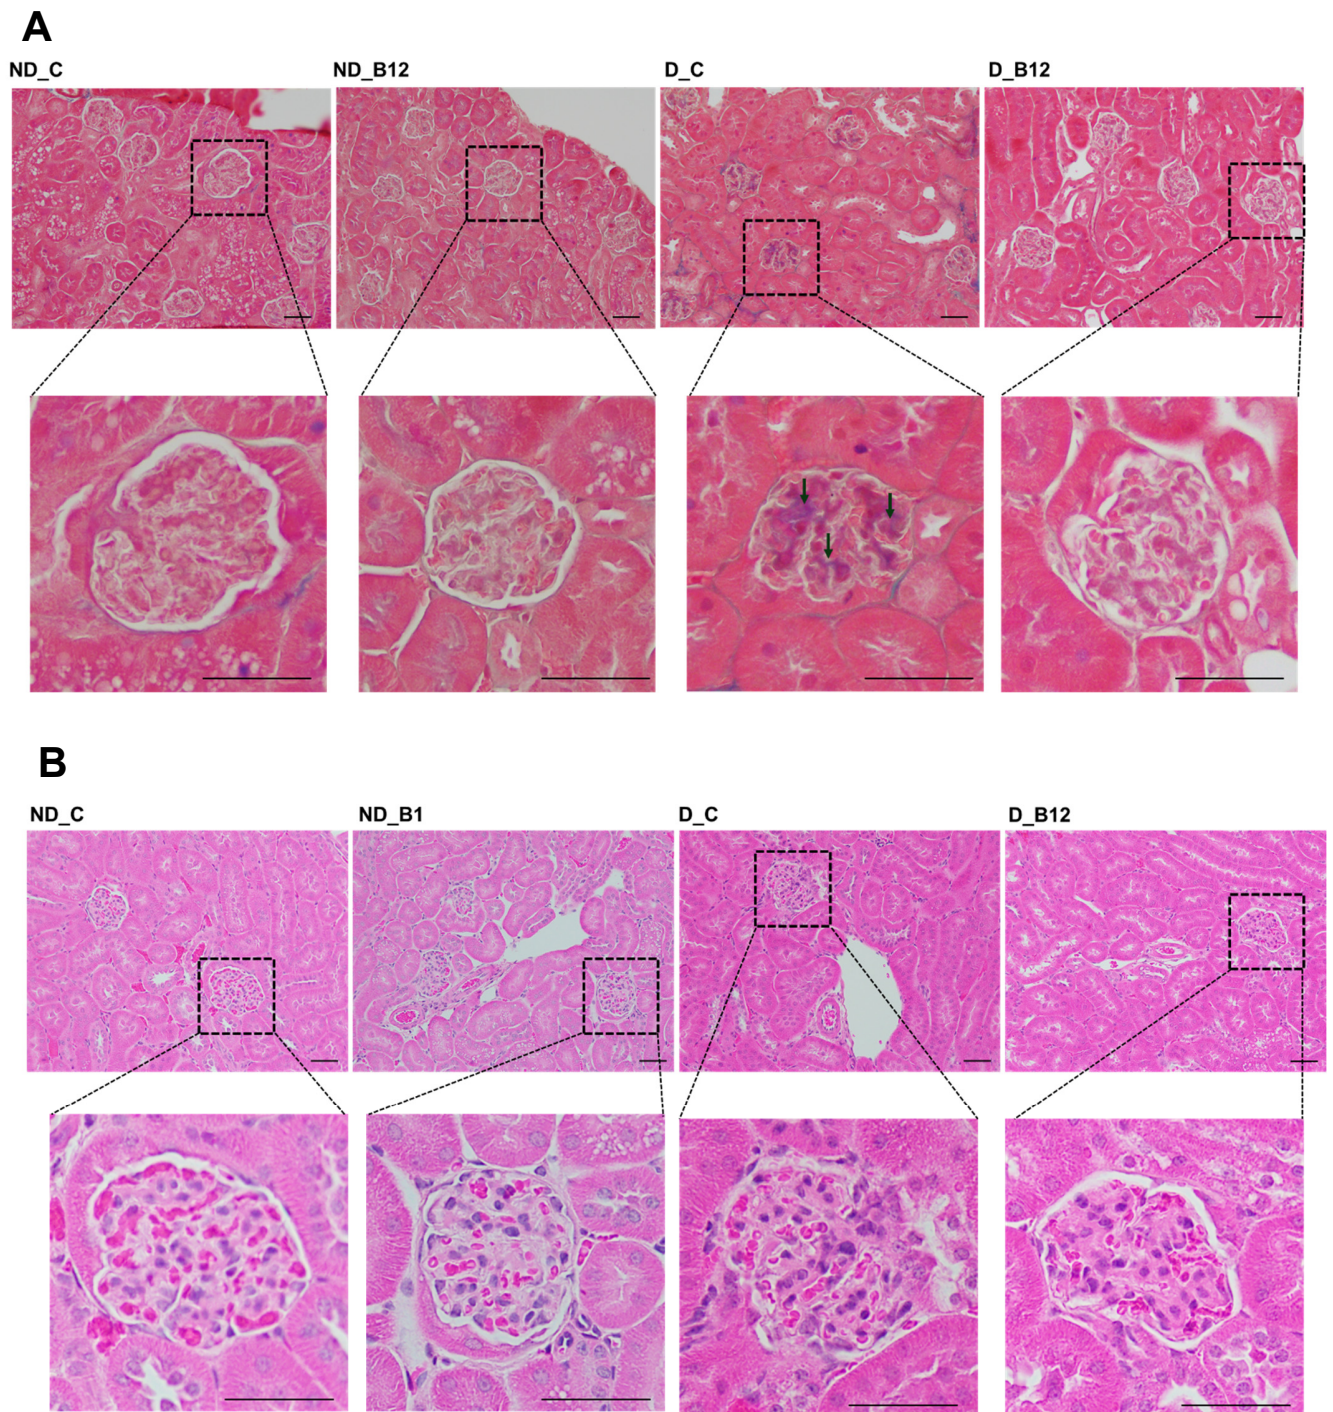

**Figure S1: (A)** Masson's Trichrome staining highlights fibrosis (green arrows) and High magnification images of the glomerulus in trichome staining. **(B)** Hematoxylin and eosin (H&E) staining of kidney sections to assess tissue morphology and structural changes. Groups: non-diabetic (ND), diabetic (D), control (C), vitamin B12-treated (B12). Scale bars: 50  $\mu$ m.

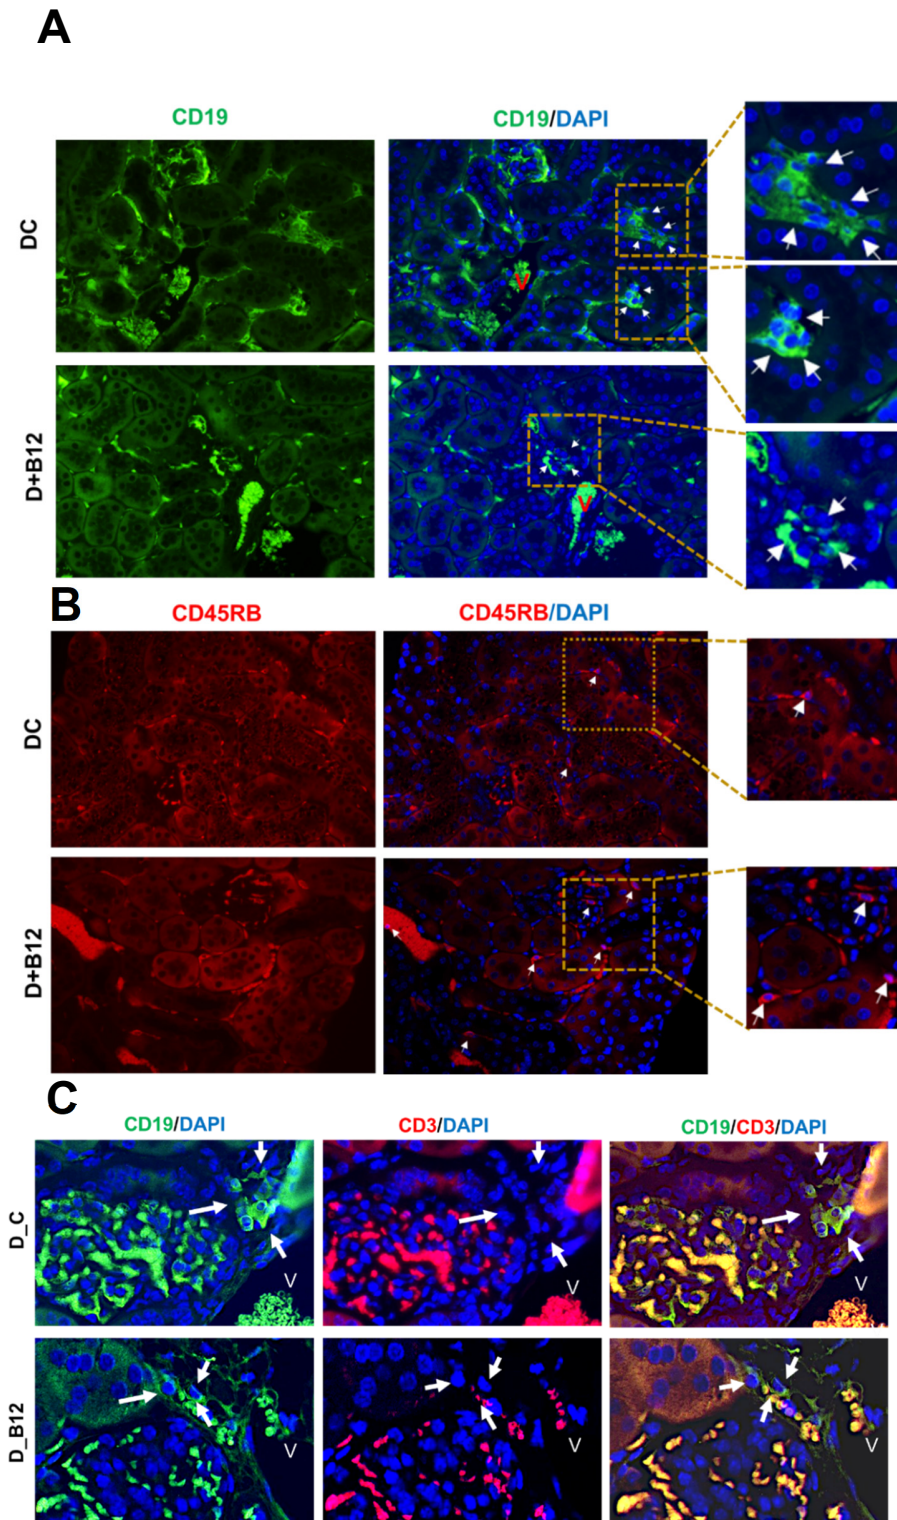

**Figure S2: B cell and T cell distribution in diabetic kidneys with and without Vitamin B12 treatment.**

Immunostaining of kidney sections was performed to assess the infiltration of (A) B cell, (B) T cell. Double staining (C) identified

B cells and T cells in the clusters. We observed an increased number of B cell-positive signals in diabetic kidneys compared with Vitamin B12-treated diabetic kidneys, indicating elevated B cell infiltration in the untreated diabetic kidneys. In contrast, T cell staining was comparatively higher in Vitamin B12-treated diabetic kidneys, whereas untreated diabetic kidneys exhibited lower T cell presence. Only B cells were identified in the clusters in both treated and non-treated mice. Magnification 20X. Arrow: Positive B cells clusters (CD19); Naive T cells (CD45RB); DAPI: nuclei; V: Blood vessel

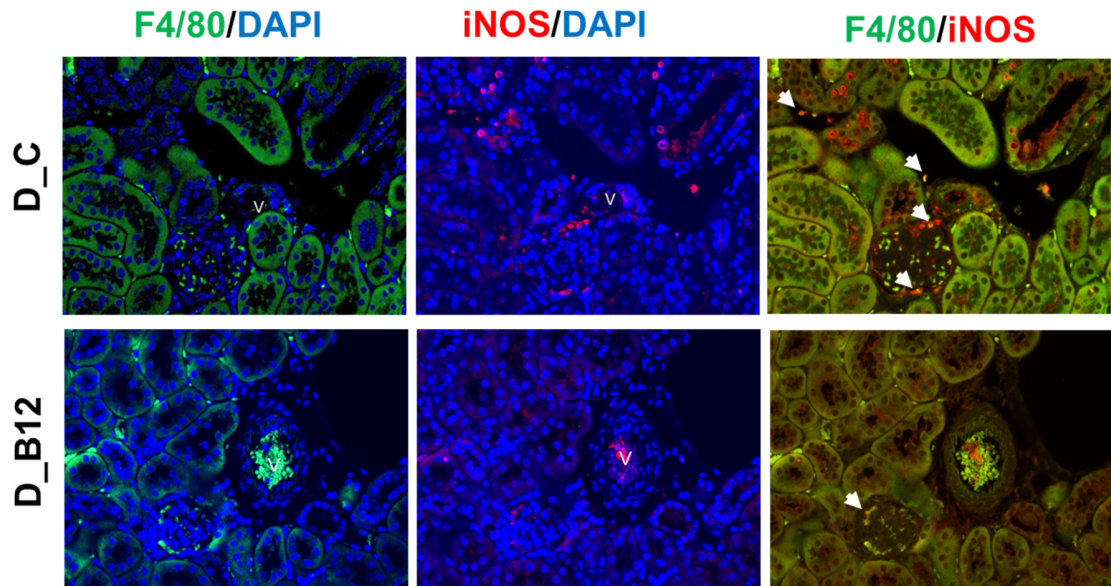

**Figure S3:** Double immunostaining of kidney sections for F4/80 (macrophage marker) and iNOS (M1 macrophage marker) in control (C), diabetic (D), and Vitamin B12-treated diabetic (D\_B12) mice. White arrows indicate iNOS-positive (activated, M1) macrophages. Magnification 20X. V: Blood vessels.

Volcano plot showing differentially expressed genes. The x-axis represents  $\log_2$  Fold Change, and the y-axis represents  $-\log_{10}(\text{p-value})$ . Red dots indicate genes that are significantly differentially expressed. Labeled genes include *Bmal1*, *Npas2*, *Nfil3*, *Bmal2*, *Clock*, *Hif3a*, *Bhlhe40*, *Hif1a*, *Per2*, *Rorb*, *Tef*, *Namp1*, *Usp2*, *Nr1d2*, *Per1*, *Cyp2*, *Cyp1*, *Bhlhe41*, *Ciart*, and *Dbp*.

**Figure S4:** Volcano plots of differentially expressed genes in B12-treated diabetic animals, categorized into functional groups. Each panel represents genes belonging to a selected category: (A) Immune, (B) Transport, (C) Oxidant & Antioxidant, (D) Metabolism, (E) Signaling, (F) Structural, (G) Circadian, (H) Histone, (I) Fibrosis and (J) Others. The x-axis shows the  $\log_2$  fold change, and the y-axis shows the  $-\log_{10}(p\text{-value})$ . Dotted vertical lines represent the  $\pm 0.5 \log_2$  fold change threshold, and the dotted horizontal line indicates the p-value cutoff of 0.05. Genes belonging to the highlighted category are labeled, while other genes are shown in grey, red (upregulated), or blue (downregulated).

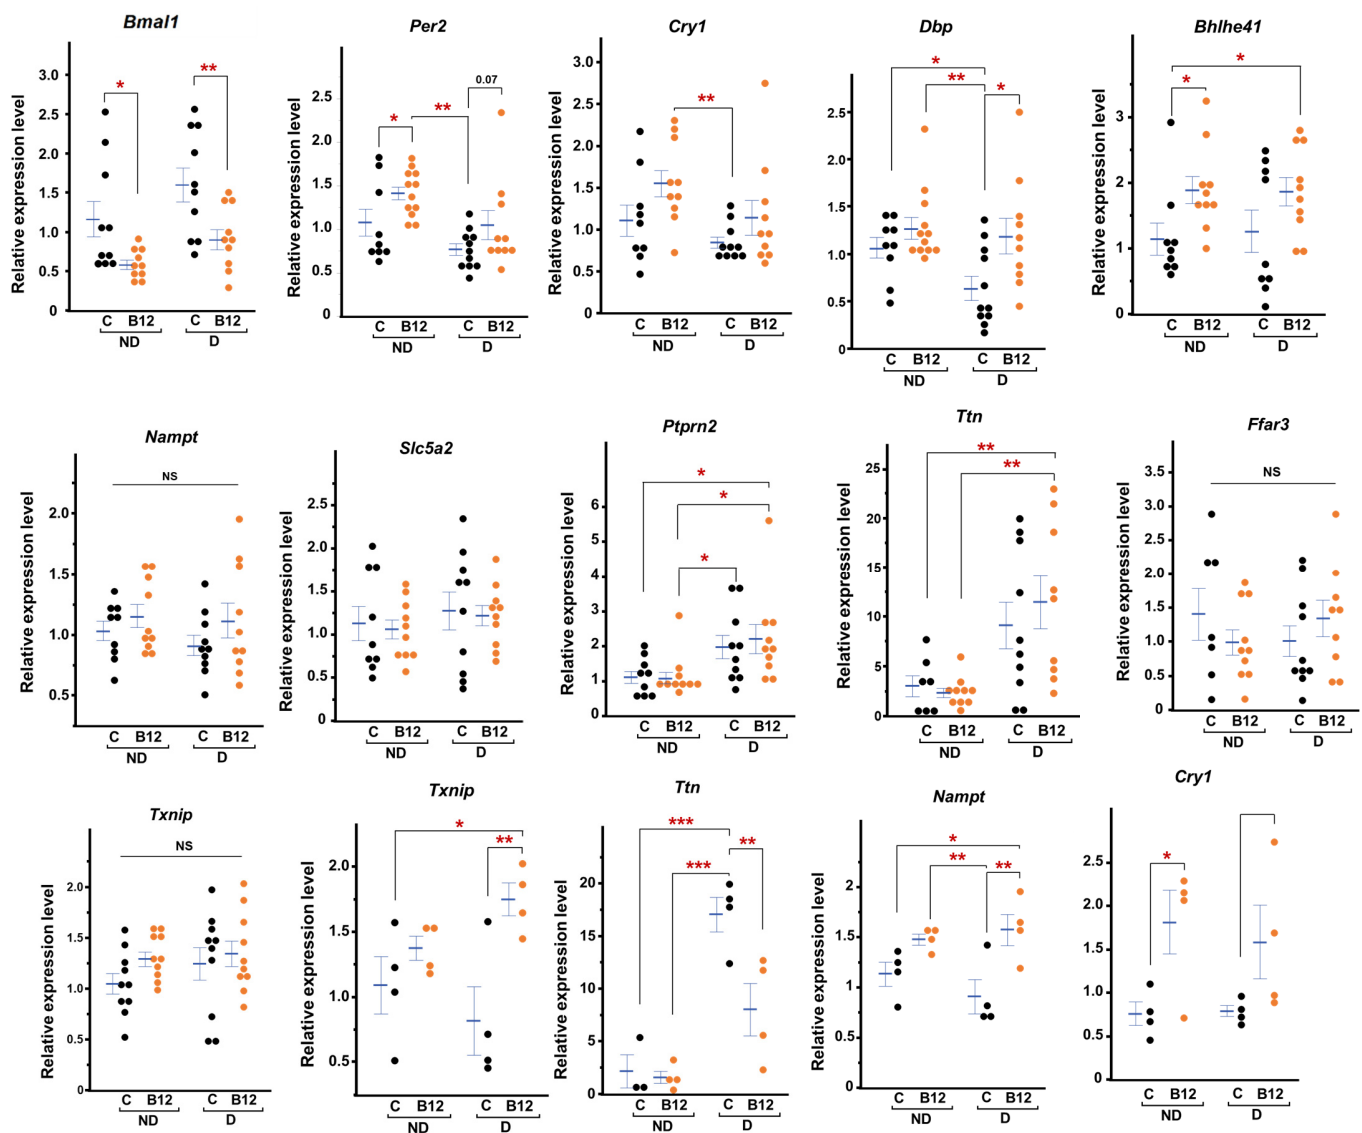

**Figure S5:** RT-PCR validation of selected genes. Experimental groups: non-diabetic (ND) and diabetic (D) mice treated with vitamin B12 (B12) or control (C). Data represent  $n = 9-10$  mice per group.  $*P < 0.05$ ,  $**P < 0.001$ ,  $***P < 0.0001$ ; NS, not significant. (Note: Additional figures for *Txnip*, *Ttn*, *Nampt*, and *Cry1* with only the animals used for RNA-seq analysis ( $n = 4$ )).

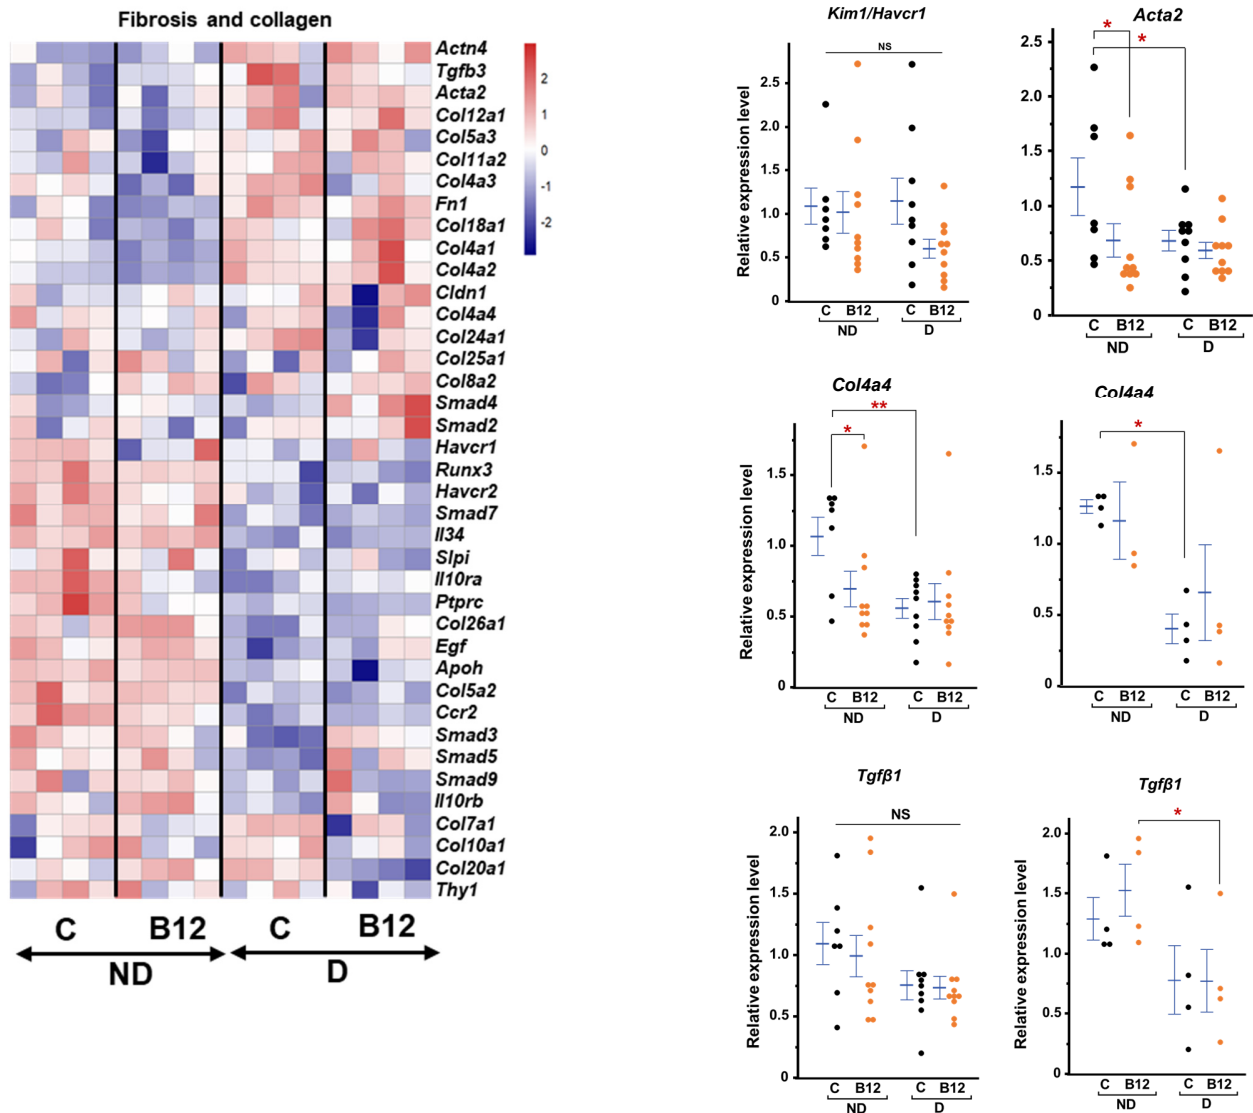

**Figure S6: Vitamin B12 Modulates Gene Expression Across Kidney Fibrosis.** Color intensity represents normalized expression (log<sub>2</sub> fold change of normalized counts), with red indicating upregulation and blue indicating downregulation. Groups: non-diabetic (ND), diabetic (D), control (C), vitamin B12-treated (B12). \*P < 0.05, \*\*P < 0.001; NS, not significant. (Note: Additional figures for *Col4a4*, and *Tgfb1* with only the animals used for RNA-seq analysis (n = 4)).

**Table S1.** Real-Time PCR primers used

| Gene symbol         | Primers and Probes | Sequence                                      | Assay ID |
|---------------------|--------------------|-----------------------------------------------|----------|
| <i>Actb</i>         | Forward primer     | 5'-AAGAGCTATGAGCTGGA-3'                       |          |
|                     | Reverse Primer     | 5'-ACGGATGTCAACGTCACACT-3'                    |          |
|                     | Probe              | 5'-FAM-CACTATTGGCAACGAGCGGTTCCG-Tamra-3'      |          |
| <i>Arnt1(Bmal1)</i> | Forward primer     | 5'-CAGCCCGCTGAACATCACAA-3'                    |          |
|                     | Reverse Primer     | 5'-GTCCCTCCATTTAGAATCTTC-3'                   |          |
|                     | Probe              | 5'-FAM-ACGCCTCCCCCTGATGCCTCTTC-Tamra-3'       |          |
| <i>Dbp</i>          | Forward primer     | 5'-AAAGTCCAGGTGCCTGAGGA-3'                    |          |
|                     | Reverse Primer     | 5'-CCTCTTGGCTGCTTCATTGT-3'                    |          |
|                     | Probe              | 5'-FAM-ACCTCCGGCTCCAGTACTTCTCATC-Tamra-3'     |          |
| <i>Bhlhe41</i>      | Forward primer     | 5'-GCAGCATCAGAAGATAATTGC-3'                   |          |
|                     | Reverse Primer     | 5'-GCATCCAAGTCGGCCTGGA-3'                     |          |
|                     | Probe              | 5'-FAM-CGATTTCAGAGAGCGCTCCCCATTC-Tamra-3'     |          |
| <i>Slc5a2</i>       | Forward primer     | 5'-AGGAGCTGCTGCTAGTTGGA-3'                    |          |
|                     | Reverse Primer     | 5'-CTGCACCACTGGCAGCCAA-3'                     |          |
|                     | Probe              | 5'-FAM-ACGGACACCGCCACGATGAATACCA-Tamra-3'     |          |
| <i>Ttn</i>          | Forward primer     | 5'-CTTTGAGGCTCACGTTAGTG-3'                    |          |
|                     | Reverse Primer     | 5'-GTGGAAGTTGAAATCACCTGG-3'                   |          |
|                     | Probe              | 5'-FAM-TCCCCAGTTCCTGAGGTGAGCTGG-Tamra-3'      |          |
| <i>Cry1</i>         | Forward primer     | 5'-ATGGAGGGCTCATGGGCTAT-3'                    |          |
|                     | Reverse Primer     | 5'-CCACTTCCTTGAGAGCAATTTC-3'                  |          |
|                     | Probe              | 5'-FAM-CTGGAGAGAACGTCCCGAGCTGTA-Tamra-3'      |          |
| <i>Havcr1</i>       | Forward primer     | 5'-CAAGTTAAACCAGAGATTCCAC-3'                  |          |
|                     | Reverse Primer     | 5'-TGAAATAGCCGTGGGTCTTC-3'                    |          |
|                     | Probe              | 5'-FAM-TCCTCCAAGAAGACCCACAACACTACAAG-Tamra-3' |          |
| <i>Acta2</i>        | Forward primer     | 5'-CGCTGTCAGGAACCCTGAGA-3'                    |          |
|                     | Reverse Primer     | 5'-CGAAGCCGGCCTTACAGAG-3'                     |          |
|                     | Probe              | 5'-FAM-CAGCACAGCCCTGGTGTGCGAC-Tamra-3'        |          |

|               |                |                                               |               |
|---------------|----------------|-----------------------------------------------|---------------|
| <i>Col4a4</i> | Forward primer | 5'-GGCTATTCCTTCGTGATGCA-3'                    |               |
|               | Reverse Primer | 5'-CTAAACTCTTCCAGACAGGAC-3'                   |               |
|               | Probe          | 5'-FAM-AGGTTCCGGCCAAGCCCTCGC-Tamra-3'         |               |
|               |                |                                               |               |
| <i>Tgfb1</i>  | Forward primer | 5'-TGCTTCAGCTCCACAGAGAA-3'                    |               |
|               | Reverse Primer | 5'-GTGGATCCACTTCCAACCCA-3'                    |               |
|               | Probe          | 5'-FAM-CCTTCCTAAAGTCAATGTACAGCTGCCG- Tamra-3' |               |
|               |                |                                               |               |
| <i>Per2</i>   |                |                                               | Mm00478099_m1 |
| <i>Nampt</i>  |                |                                               | Mm00451938_m1 |
| <i>Ptprn2</i> |                |                                               | Mm01229147_m1 |
| <i>Ffar3</i>  |                |                                               | Mm02621638_s1 |

**Table S2.** Top significantly altered genes within each functional category showing effects of diabetes and vitamin B12 treatment

| Gene            | log2FC | Padj    | Full gene name                                       | Role in diabetic nephropathy                                                                           | Reference | Effect    |
|-----------------|--------|---------|------------------------------------------------------|--------------------------------------------------------------------------------------------------------|-----------|-----------|
| <i>Vsir</i>     | 0.44   | <0.01   | V-set immunoregulatory receptor (VISTA)              | Immune checkpoint regulator — modulates T cell activation and renal inflammation.                      |           | D,B12, I  |
| <i>Edaradd</i>  | -0.7   | <0.001  | EDAR-associated death domain                         | Modulates NF-κB/apoptosis signalling; may influence renal cell survival/inflammation                   | [18]      | D, B12, I |
| <i>Ifih1</i>    | 0.33   | <0.0001 | interferon induced with helicase C domain 1 (MDA5)   | Innate immune sensor; may modify renal immune responses in DN.                                         |           | B12, I    |
| <i>Bst1</i>     | 0.97   | 0.07    | bone marrow stromal cell antigen 1 (CD157)           | NADase / immune regulator; possible role in inflammation and renal immune modulation.                  |           | B12, I    |
| <i>Ifit1bl2</i> | 0.82   | <0.05   | interferon induced protein 1B-like 2                 | Potential role in DN inflammation signatures.                                                          |           | D, B12    |
| <i>Edar</i>     | 1.07   | <0.01   | ectodysplasin A receptor                             | TNF-family receptor; immune signaling and apoptosis modulation.                                        | [18]      | D, B12, I |
| <i>Ptprn2</i>   | 1.29   | <0.01   | protein tyrosine phosphatase receptor type N2        | Signaling receptor; potential pancreas-kidney axis influence on glucose handling.                      | [27]      | D, I      |
| <i>Aldoc</i>    | 0.7    | <0.05   | aldolase C                                           | Glycolytic enzyme; energy metabolism in kidney cells; may modulate cellular response to hyperglycemia. |           | D, B12, I |
| <i>Rph3a</i>    | 1.35   | <0.05   | rabphilin 3A                                         | Vesicle trafficking regulator; podocyte/vesicular transport implications.                              |           | D, B12, I |
| <i>Wnt11</i>    | 1.25   | 0.07    | wingless-type MMTV integration site family member 11 | Wnt signalling; implicated in repair/remodeling; could modulate maladaptive fibrosis in DN.            | [23]      | D         |
| <i>Cfap52</i>   | 1.24   | 0.06    | cilia and flagella associated protein 52             | Ciliary function in tubular epithelial sensing; potential impact on tubular injury/repair.             | [22]      | B12       |
| <i>Col20a1</i>  | -0.81  | <0.001  | collagen, type XX, alpha 1                           | ECM collagen; may impact fibrosis and mesangial expansion.                                             | [27]      | D, B12, I |
| <i>Ffar3</i>    | -1.13  | 0.07    | free fatty acid receptor 3 (GPR41)                   | Fatty-acid sensing receptor; may affect kidney inflammation/metabolism                                 |           | D, B12    |
| <i>Ttn</i>      | -0.91  | <0.0001 | titin                                                | Large cytoskeletal protein; potential mechanosensing role in glomerular cells                          | [27]      | D, B12, I |
| <i>Muc6</i>     | -0.9   | <0.01   | mucin 6                                              | Secreted mucin; possible deposition/ECM interactions in injury                                         |           | B12, I    |
| <i>Slc22a4</i>  | 0.2    | <0.01   | solute carrier family 22 member 4 (OCTN1)            | Organic cation transporter; may modify tubular handling of metabolites/drugs                           |           | D, B12, I |
| Gene            | log2FC | Padj    | Full gene name                                       | Role in diabetic nephropathy                                                                           | Reference | Effect    |

|                 |               |             |                                                          |                                                                                                                        |                  |               |
|-----------------|---------------|-------------|----------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|------------------|---------------|
| <i>Aqp6</i>     | 0.8           | <0.0001     | aquaporin 6                                              | Aquaporin water channel; may modulate renal water handling under diabetic conditions.                                  |                  | D, B12, I     |
| <i>Slc4a1</i>   | 0.46          | <0.01       | solute carrier family 4 (anion exchanger) member 1 (AE1) | Anion exchanger; kidney/collecting duct roles could impact acid–base and tubular function.                             |                  | D,B12, I      |
| <i>Slc44a3</i>  | 0.48          | <0.01       | solute carrier family 44 member 3                        | Choline-like transporter; DN role speculative.                                                                         |                  |               |
| <i>Slc10a5</i>  | -0.35         | 0.11        | solute carrier family 10 member 5                        | Bile acid or related transporter family member; DN role speculative.                                                   |                  | D, B12        |
| <i>Slc25a19</i> | -0.38         | <0.05       | solute carrier family 25 member 19                       | Mitochondrial thiamine pyrophosphate transporter; mitochondrial metabolism relevance.                                  |                  | B12, D        |
| <i>Slc4a5</i>   | 0.99          | <0.05       | solute carrier family 4 member 5 (NBCe2)                 | Sodium-bicarbonate transporter: genetic variants linked to BP regulation is a major DN modifier.                       |                  | B12           |
| <i>Txnip</i>    | 0.89          | <0.0001     | thioredoxin interacting protein (TXNIP)                  | Mediates oxidative stress, inflammasome activation and glucose-induced damage; strongly implicated in DN pathogenesis. | [21, 28]         | D, B12, I     |
| <i>Gpx6</i>     | 0.28          | 0.44        | glutathione peroxidase 6                                 | Antioxidant enzyme family member; potential oxidative stress defense.                                                  |                  | D             |
| <i>Maoa</i>     | 0.28          | 0.07        | monoamine oxidase A                                      | Oxidative enzyme; may influence ROS/oxidative stress in renal tissue.                                                  |                  | B12           |
| <i>Pex5</i>     | 0.17          | 0.12        | peroxisomal biogenesis factor 5                          | Peroxisome function; lipid oxidation and ROS handling in kidney.                                                       |                  | D, B12,I      |
| <i>Txnrd3</i>   | 0.26          | <0.05       | thioredoxin reductase 3                                  | Mitochondrial redox enzymes: inferred mitochondrial oxidative stress role in DN.                                       |                  | B12           |
| <i>Bmal1</i>    | -1.65         | <0.01       | basic helix-loop-helix ARNT like 1 (ARNTL)               | Core clock TF. Disruption worsens metabolic stress, inflammation and renal injury in DN models.                        | [32, 33, 38]     | B12           |
| <i>Npas2</i>    | -1.41         | 0.06        | neuronal PAS domain protein 2                            | Clock TF — supports circadian regulation of renal metabolism; inferred DN relevance.                                   | [32, 33]         | B12           |
| <i>Clock</i>    | -0.32         | 0.07        | clock circadian regulator                                | Core clock gene; circadian disruption influences renal metabolism, blood pressure, inflammation in DN.                 | [32, 33, 39]     | D, B12        |
| <i>Per2</i>     | 0.32          | 0.3         | period circadian clock 2                                 | Clock output; maintains rhythmic gene expression and metabolic homeostasis; dysregulation can worsen DN phenotypes.    | [32, 33]         | D, B12        |
| <i>Cry1</i>     | 0.59          | 0.12        | cryptochrome circadian regulator 1                       | Maintains circadian feedback and metabolic stability                                                                   | [32, 33]         | B12           |
| <i>Per3</i>     | 0.69          | <0.05       | period circadian clock 3                                 | Contributes to rhythmic expression of renal metabolic genes.                                                           | [32, 33]         | B12           |
| <b>Gene</b>     | <b>log2FC</b> | <b>Padj</b> | <b>Full gene name</b>                                    | <b>Role in diabetic nephropathy</b>                                                                                    | <b>Reference</b> | <b>Effect</b> |

|              |       |         |                                        |                                                                                                                                                                                 |              |          |
|--------------|-------|---------|----------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|----------|
| <i>Per1</i>  | 0.7   | <0.01   | period circadian clock 1               | Important in renal rhythmic gene regulation and sodium handling; affects BP and DN progression.                                                                                 | [32, 33, 40] | B12      |
| <i>Cry2</i>  | 0.73  | <0.05   | cryptochrome circadian regulator 2     | Clock protein with metabolic regulation roles; inferred DN relevance via NAD <sup>+</sup> and metabolic pathways.                                                               | [32, 33]     | B12      |
| <i>Nampt</i> | 0.42  | <0.01   | nicotinamide phosphoribosyltransferase | Regulates NAD <sup>+</sup> salvage and links circadian clock to SIRT1/energy metabolism; implicated in diabetic metabolic stress; DN relevance via metabolism and inflammation. | [24, 41]     | B12      |
| <i>H1f0</i>  | 0.57  | <0.0001 | H1.0 linker histone                    | Chromatin compaction; epigenetic regulation under hyperglycemia; inferred involvement in persistent transcriptional changes in DN.                                              | [44, 45, 46] | D,B12, I |
| <i>H1f2</i>  | 0.73  | <0.001  | H1.2 linker histone, cluster member    | Linker histone; epigenetic regulator; DN role inferred from hyperglycemia-driven chromatin changes.                                                                             | [44, 45, 46] | B12, I   |
| <i>H1f10</i> | 1.09  | <0.05   | H1.10 linker histone                   | Epigenetic control under chronic hyperglycemia.                                                                                                                                 | [44, 45, 46] | I        |
| <i>H1f3</i>  | 1.12  | <0.01   | H1.3 linker histone                    | Chromatin regulation; inferred link to persistent transcriptional changes in DN.                                                                                                | [44, 45, 46] | I        |
| <i>Wee1</i>  | 0.52  | <0.05   | WEE1 G2 checkpoint kinase              | prevents abnormal cell cycle reentry and podocyte damage in DN                                                                                                                  | [25]         | D, B12   |
| <i>Cdk20</i> | -0.57 | <0.01   | Cyclin-dependent kinase 20             | Could be relevant in kidney epithelial cell proliferation or injury response                                                                                                    | [26]         |          |

How the deposited data were processed for this re-analysis (not part of the article)

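Kidney RNA from 16 male mice was sequenced, with 4 libraries in each of 4 groups named by the labels as non-diabetic untreated (ND_C), non-diabetic B12-treated (ND_B12), diabetic untreated (D_C) and diabetic B12-treated (D_B12). All mice were Elmo1 H/H and 16 weeks old, the diabetic mice also carried Ins2 Akita/+, and kidneys were taken between ZT7 and ZT9. B12 was given at 10 mg/kg per day from the age of 8 weeks. The paper's methods give 8 weeks of treatment and the labels give 16 weeks. Each column of the count table was matched to its library by the number that ends the library's name in its description, and 0 columns were left without a library.

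The authors aligned paired reads with STAR to GRCm39 with the GENCODE vM35 annotation, and deposited an estimated count per gene made with StringTie and its prepDE script. These estimated counts were already whole numbers, and rounding them changed nothing. The deposited table of counts per transcript was not used. Totals per library ran from 65271308 to 91771136, from 72867148 to 84053153 in ND_C, 65311948 to 84763426 in ND_B12, 85751266 to 91771136 in D_C and 65271308 to 88299908 in D_B12. At this depth the spread between mice, with a common biological coefficient of variation of 0.201, limits the precision of most genes more than counting does. No pair of libraries was a duplicate, since the correlation of log2 CPM over the 120 pairs lay between 0.972 and 0.985 and the chi-square per gene between 13.4 and 138.

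Of 57186 genes, the 25408 with at least 100 counts over all libraries were tested, 232 symbols occurred more than once, and a named symbol was read from its most abundant entry. Normalized counts are counts divided by median-of-ratios size factors. Tests were made in R 4.3.3 with edgeR 4.0.16, by glmQLFit and glmQLFTest with TMM normalization, all 16 libraries in 1 fit with a mean per labelled group, 12 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. The volcano thresholds were an unadjusted p-value below 0.05 and an absolute log2 fold change of at least 0.5, as in the paper. The comparisons were B12 in diabetic and in non-diabetic kidneys, diabetes in untreated and in B12-treated kidneys, the interaction, and the average effect of each factor. Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and again with fry and with an estimated correlation. The 15 lists, written before the data were examined, were the clock activators, clock repressors, linker histone H1 genes, solute carriers, immunoglobulin genes, collagens, collagens named in the paper as induced by diabetes, interferon-stimulated genes, redox genes of Figure 3C, and markers of B cells and plasma cells, T cells, macrophages, adipocytes, skeletal muscle and adrenal gland. The clock genes and the collagens named in the paper were chosen by the study on these samples. The clock score of a library is the mean log2 CPM (prior count 2) of 5 repressors minus that of 3 activators, compared by exact permutation. All tests were two-sided. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the plot was drawn with matplotlib 3.10.9.

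Genes named in the text are every gene named in the paper's RNA results and Table S2 (68 genes), and, for B12 in diabetic kidneys and for diabetes in untreated kidneys, the 5 largest increases and the 5 largest decreases with an adjusted p-value below 0.05 and no overlap between the groups. Of the named genes, 1 enters the counts but is not reported here on its own, nor compared with the paper's values. The comparisons for which a named gene's alternatives were computed were listed after values had been seen. Ranges over alternatives printed beside a gene leave out the fit with the replicate number as a block. Gene positions and overlaps come from the GENCODE vM39 annotation of the same build. The methods assign strand information from intron motifs and do not state whether libraries or counting were strand-specific.

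The alternatives were DESeq2 1.42.0, which is the paper's tool in another version, upper-quartile normalization, no filter beyond 1 count, edgeR's filterByExpr, the label date as a covariate, the replicate number as a block, fits of the compared groups alone, an added threshold on the log2 fold change, and each library left out in turn. For the clock score they also included a prior count of 0.5 and each gene scaled to an SD of 1. The tests were tried on simulated data made from the means and sizes of these libraries, with 200 of 25239 genes changed. There edgeR recovered 193 of them with 4.93% false calls, and DESeq2 recovered 192 with 13.5% false calls. In the same simulation limma's camera gave a p-value of 5.53e-95 for a set of changed genes and p-values below 0.05 for 3 of 100 unchanged sets. The changed genes all lay above the median abundance and moved by at least 1 log2 unit. Every simulated gene had the same dispersion, and genes were not correlated. The recovery therefore does not carry over to smaller changes, and the unchanged sets do not test camera's preset correlation. Group means and SEs were read from Table S3 for 180 genes. Of the other lines of that table, 1 could not be read and 5 did not name a single tested gene. The histology, blood and urine measures, immunostaining, RT-PCR and cell culture experiments of the paper are not analysed here.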

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

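The tests of label date, library size and diabetes status described here were chosen after the results were seen. The counts over other splits of the libraries were decided on for every comparison before those counts were seen. What they should show was written down after the main results were known. No biological explanation of a single library's value was tested.

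In 18 of 320 groups of 4 libraries, 1 library lay far from the other 3 by Dixon's criterion, where chance alone gives about 16. The library labelled ND_B12 4 had the largest share of them. Its normalized counts against the range of the other 3 were 4925.8 against 4184.6 to 4287.0 for Slc22a4, 27114.1 against 30675.9 to 31368.1 for Sod1, 60751.4 against 30828.2 to 34271.5 for Txnip and 3230.7 against 550.3 to 906.6 for Ugt1a10. ND_B12 1 stood apart for Slc22a2 (24869.8 against 21295.2 to 21738.9), Bmal1 (1063.4 against 226.3 to 254.1) and Cry2 (1252.3 against 2317.7 to 2464.8), and ND_B12 3 for Ighv9-3 (64.7 against 12.6 to 14.9). In ND_C the libraries were replicate 1 for Ighg1 (364.9 against 24.9 to 75.8), replicate 2 for Ifih1 (1287.3 against 1380.1 to 1397.7) and replicate 4 for Slc5a1 (6146.1 against 4444.4 to 4680.6). In D_C they were replicate 1 for Psg28 (5.9 against 0.0 to 0.0) and Igkv3-2 (11.0 against 6.2 to 6.9), and replicate 3 for Txnrd3 (1699.2 against 1449.9 to 1458.7). In D_B12 they were replicate 1 for Slc4a5 (135.4 against 52.2 to 63.4) and Cfap52 (91.3 against 30.3 to 31.7), and replicate 3 for Col4a2 (19149.5 against 16399.9 to 16686.6) and Ugt1a10 (6373.0 against 1470.5 to 2022.4). Reads shared with paralogs could affect the Ugt1a, immunoglobulin and Psg genes. A wrong diabetes label was examined for ND_B12 4 and D_C 1. On genes chosen from the other 14 libraries, D_C 1 had a diabetes score of −1.73, inside the range of the libraries labelled non-diabetic, so its label may be wrong. ND_B12 4 scored −0.129, just below the diabetic range (−0.115 to 0.43) and far above the non-diabetic one (−1.89 to −1.65), which leaves its label open. The rule that reads this score as undecided was adopted after its value was known. Differences between mice remain among the open explanations and were not tested.

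The difference in clock score between B12-treated and untreated libraries varied with diabetes status, and the difference between both effects was −2.81. For its test, diabetes labels were permuted within untreated and within B12-treated libraries (exact permutation p = 0.00408 over 4900 permutations). The permutations leave the label date out of account. This p-value refers to no diabetes effect in either treatment, and not to equal B12 effects. The doubted labels of D_C 1 and ND_B12 4 were among those permuted. The score fell by 1.82 in diabetic libraries and rose by 0.99 in non-diabetic ones, both by label. The latter change had an exact permutation p = 0.229, so the score does not settle its direction. In ND_B12 against ND_C, 5 of 5 repressors were higher, with a median log2 fold change of 0.62 (limma camera adjusted p = 0.00266). Their p-value was 0.0304 under fry and 0.0487 under camera with an estimated correlation. The median of the activators was −0.50 (limma camera adjusted p = 0.123). On the only label date with libraries of both ND_C and ND_B12, ND_C 4 scored 1.03 and ND_B12 1 scored lower. The score of ND_B12 1, −0.51, lay apart from the other 3 ND_B12 libraries, and without it the effect in non-diabetic libraries was 1.55. A linear trend with the label date does not account for the whole change in diabetic kidneys, since with the date as a covariate the median log2 fold change of the activators was 1.67 (limma camera p-value 0.00335). The repressors shrank from −0.74 to −0.50 (limma camera p-value 0.0180), and 1 of them, Per2, was then higher in D_B12, so a trend could be a part of their change. A step between the last D_C date and the first D_B12 date, 5 days later, cannot be told apart from B12, because no date holds libraries of both groups. The labels and Table S3 disagree on which libraries were treated, so the direction of this difference could be that of the labels only. Of the published means, 712 lay within 1 count of a set of 4 libraries that the labels group in another way. A B12 effect on the clock and a shift in the time of day at which kidneys were taken are biological explanations that stay open and were not tested.

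For diabetes in untreated kidneys, the 10 genes outside those the paper discusses with the largest changes by label were Ugt1a10 (3.42), Ugt1a2 (2.85), Gm47113 (2.55), Slc6a12 (2.49) and Gm37120 (2.34), which were higher in D_C, and Igkv2-137 (−4.59), Psg28 (−4.50), Popdc3 (−4.15), Igkv3-2 (−3.83) and Ighv9-3 (−3.78), which were lower (log2 fold changes). Their edgeR adjusted p-values lay between 0.0245 and 0.0498, and the groups did not overlap in 2399 genes (9.44%, where chance gives 2.86%), of which 397 also had an adjusted p-value below 0.05. Library size does not account for the number of genes called, because 439 genes were called after each library was thinned to the smallest total, against 423 before. Of the splits of these 8 libraries, 1 of 35 gave as many genes. With the label date as a covariate none of the 10 had an adjusted p-value below 0.05 in edgeR, and these values ran from 0.160 to 0.525, so a drift with the date stays open for these genes. All 10 also lost their call when ND_C 2, ND_C 3, D_C 2, D_C 3 or D_C 4 was left out, and none lost it without D_C 1. Ugt1a10 and Ugt1a2 share exons with the rest of the Ugt1a family, Psg28 was 0 in 3 of the 4 D_C libraries, and Gm47113 is missing from the newer annotation. Diabetes itself may explain these changes. The mean normalized counts of all 10 differed in the same direction between D_B12 and ND_B12, as for Slc6a12 (230 and 75.7). All 10 also moved that way in ND_B12 against ND_C, both labelled non-diabetic, so diabetes need not be the whole explanation. The log2 fold changes there included −4.94 for Psg28, 1.80 for Ugt1a10 and, as the smallest, 0.31 for Slc6a12. Their edgeR adjusted p-values were 0.57 or more. ND_B12 4, whose diabetes label is left open above, had the highest ND_B12 counts of Ugt1a10, Ugt1a2, Slc6a12 and Gm37120. For Slc6a12 it had 177, against 16.2 to 57.9 in the other ND_B12 libraries and 46.4 to 72 in ND_C. The rise of Slc6a12 there rests on that library and does not argue against diabetes. Psg28 was at most 2.5 in each ND_B12 library, against 10.2 or more in ND_C.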

How the results depend on the processing

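All alternatives in this part were set before the data were examined. Where a value below changed side or size, the cause was not tested unless stated. Of 94 effects of named genes, 80 kept their direction under every alternative run for them and 14 changed it. Not every alternative was run for each of these effects. The clock activators, clock repressors and interferon-stimulated genes kept their direction and their side of the threshold in D_B12 against D_C under every alternative run, and so did the immunoglobulin genes in D_C against ND_C. The linker histone genes kept their direction under all of them. The clock score difference in diabetic kidneys kept its direction under all of them. edgeR's filterByExpr changed no result by more than 1.5 times.

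With DESeq2 the number of genes with an adjusted p-value below 0.05 was 681 for B12 in diabetic kidneys, 6 for B12 in non-diabetic kidneys, 1603 for diabetes in untreated kidneys, 1146 for diabetes in B12-treated kidneys, 923 for the interaction, 6 for the average B12 effect and 1832 for the average diabetes effect. With edgeR they were 0 (3468 unadjusted), 0 (1937), 423, 209, 0 (4093), 0 (1321) and 767 in the same order. DESeq2 also put 24 named B12 effects below 0.05, and turned Slc22a2 to −0.000412. The added threshold required an absolute log2 fold change of at least 0.5 together with an adjusted p-value below 0.05. Then 0 genes passed for the volcano comparison, whose 1419 genes had met the same fold-change threshold with an unadjusted p-value. For diabetes 243 passed in untreated kidneys, 114 in B12-treated kidneys and 298 on average. The construction of this alternative is the cause. With upper-quartile normalization, 18 genes were called for diabetes in B12-treated kidneys (8 higher and 10 lower, against 66 and 143), and Sod1 was 0.00294. With no filter beyond 1 count, 63, 35 and 427 genes were called for diabetes in untreated kidneys, in B12-treated kidneys and on average. With the compared groups fitted alone, 1 gene was called for B12 in diabetic kidneys and 182 for diabetes in untreated kidneys.

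Under a correlation estimated from the data, camera's p-value was 0.0699 for the linker histone genes (median log2 fold change −0.71), 0.306 for the solute carriers (−0.038) and 0.495 for the immunoglobulin genes (−0.74) with B12 in diabetic kidneys, and 0.311 for the collagens (0.19) with diabetes in untreated kidneys. Under fry it was 0.205, 0.437 and 0.197 for the last of these lists.

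With the label date as a covariate, 204 genes were called for B12 in diabetic kidneys, 2362 passed the volcano thresholds, and 2, 29 and 753 were called for diabetes in untreated kidneys, in B12-treated kidneys and for the interaction. For the average diabetes effect it called 0 (4920 unadjusted without the covariate). The median of the immunoglobulin genes with B12 in diabetic kidneys turned to 0.024 (limma camera p-value 0.549). That of the interferon-stimulated genes shrank to −0.056 (13 higher and 20 lower, limma camera p-value 0.0284), and that of the solute carriers was −0.12 (106 higher and 227 lower, limma camera p-value 0.000321). Among named genes, the B12 effect turned to 0.93 for Ighg1, −0.19 for Slc22a2, 0.067 for Sod1, 0.13 for Per2, −0.073 for Nr1d1 and 0.29 for Elmo1, and the diabetes effect to −0.043 for Col5a3, 0.17 for Col7a1 and 0.00764 for Col10a1. The groups run in date order, so this covariate and the group differences cannot be fully separated, and it did not only shrink them. With B12 in diabetic kidneys the median of the linker histone genes grew from −0.71 to −1.22 (limma camera p-value 1.31e-07). That of the clock activators grew from 1.47 to 1.67, while that of the clock repressors shrank from −0.74 to −0.50.

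The replicate numbers do not pair the libraries, since the correlations of same-numbered libraries' deviations from their group means lay between −0.0328 and 0.168 for number 1, −0.183 and 0.0424 for number 2, −0.0970 and 0.0690 for number 3, and −0.114 and 0.103 for number 4. With the number as a block, 269, 25, 147 and 478 genes were called for diabetes in untreated kidneys, in B12-treated kidneys, for the interaction and for diabetes on average. The clock score difference of −1.82 had an exact sign-flip p of 0.125, the smallest that 4 pairs allow.

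Leaving out 1 library at a time, the number of genes called ran from 0 to 67 for B12 in diabetic kidneys (over 1.5 times as many without D_C 1, D_C 2 and D_B12 1), from 0 to 2 in non-diabetic kidneys (without ND_C 3), from 0 to 1551 for diabetes in untreated kidneys (without ND_C 2 and D_C 1, and moved by every other library except ND_C 4), from 0 to 265 in B12-treated kidneys (without ND_B12 2 and ND_B12 4, and moved over 1.5 times by every library except ND_B12 4), from 0 to 265 for the interaction (moved without D_C 1, D_C 2, ND_C 4 and ND_B12 1), and from 225 to 1687 for diabetes on average (without ND_B12 2 and D_C 1, and moved by every other library except ND_C 4 and D_B12 4), while the average B12 effect stayed at 0. The genes past the volcano thresholds ran from 1158 to 1885 (without D_C 4 and D_C 1). The median log2 fold change with B12 in diabetic kidneys ran from −0.055 to −0.0071 for the solute carriers (their call was lost without D_C 3, D_C 4, D_B12 1 and D_B12 4), from −0.92 to −0.088 for the immunoglobulin genes (whose call was lost without D_C 1) and from −0.12 to 0.042 for the collagens (without D_C 1 and D_C 3), and with diabetes in untreated kidneys from 0.041 to 0.26 for the collagens (whose call was lost without ND_C 2 and D_C 3). Named genes whose B12 effect changed sign ran, on the log2 scale, Ighg1 from −1.40 to 0.27, Slc5a1 from −0.28 to 0.0922, Slc22a2 from −0.0721 to 0.11, Pex5 from −0.13 to 0.0238, Sod1 from −0.0513 to 0.0149 and Elmo1 from −0.13 to 0.0390. The sign changed without D_C 1 for Ighg1, Slc22a2, Sod1 and Elmo1, without D_C 2 for Slc5a1 and Sod1, without D_C 3 for Pex5 and Sod1, and for Slc22a2 also without D_B12 2 or D_B12 4, and for Elmo1 without D_B12 3. For diabetes in untreated kidneys these were Col5a3 from −0.14 to 0.15, Col4a4 from −0.18 to 0.0284, Col7a1 from −0.11 to 0.15, Col10a1 from −0.22 to 0.0770, Hif3a from −0.0108 to 0.75 and Nr1d1 from −0.16 to 0.12. Here the sign changed for Col5a3 without ND_C 4, D_C 2 or D_C 3, for Col4a4 without D_C 2, for Col7a1 and Col10a1 without ND_C 1, ND_C 2 or D_C 4, for Hif3a without ND_C 4, and for Nr1d1 without ND_C 1, ND_C 3, D_C 1 or D_C 2.

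Genes with few counts are limited by depth. Psg28, with no count in most diabetic libraries, and Ighj2 and Iglc3, with few, have imprecise fold changes.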

Differences from the paper's values

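Values below are by label and the paper's are from Tables S2 and S3. All 41 log2 fold changes of Table S2 compared here for B12 in diabetic kidneys had the opposite sign here. Vsir was −0.47 against the paper's 0.44, Edaradd 0.72 against the paper's −0.7, Ifih1 −0.31 against the paper's 0.33 and Bst1 −1.06 against the paper's 0.97. Ifit1bl2 was −0.93 against the paper's 0.82, Edar −1.33 against the paper's 1.07, Ptprn2 −1.23 against the paper's 1.29 and Aldoc −0.62 against the paper's 0.7. Rph3a was −1.25 against the paper's 1.35, Wnt11 −1.79 against the paper's 1.25, Cfap52 −1.37 against the paper's 1.24 and Col20a1 0.65 against the paper's −0.81. Ffar3 was 1.18 against the paper's −1.13, Ttn 0.73 against the paper's −0.91, Muc6 0.62 against the paper's −0.9 and Slc22a4 −0.12 against the paper's 0.2. Aqp6 was −0.73 against the paper's 0.8, Slc4a1 −0.37 against the paper's 0.46, Slc44a3 −0.42 against the paper's 0.48 and Slc10a5 0.34 against the paper's −0.35. Slc4a5 was −1.13 against the paper's 0.99, Txnip −0.69 against the paper's 0.89, Gpx6 −0.48 against the paper's 0.28 and Maoa −0.29 against the paper's 0.28. Pex5 was −0.072 against the paper's 0.17, Txnrd3 −0.22 against the paper's 0.26, Bmal1 1.59 against the paper's −1.65 and Npas2 1.47 against the paper's −1.41. Clock was 0.39 against the paper's −0.32, Per2 −0.44 against the paper's 0.32, Cry1 −0.89 against the paper's 0.59 and Per3 −0.80 against the paper's 0.69. Per1 was −0.55 against the paper's 0.7, Cry2 −0.74 against the paper's 0.73, Nampt −0.39 against the paper's 0.42 and H1f0 −0.52 against the paper's 0.57. H1f2 was −0.71 against the paper's 0.73, H1f10 −1.07 against the paper's 1.09, H1f3 −1.06 against the paper's 1.12 and Wee1 −0.59 against the paper's 0.52. Cdk20 was 0.56 against the paper's −0.57. For 40 of these genes none of the alternatives set before the data were examined closed the gap. For Per2 the value was 0.13 with the label date as a covariate, against the paper's 0.32, and no other alternative set before the data were examined closed it. DESeq2 with the labels called 24 of the B12 effects of named genes that edgeR did not, each in the direction opposite to the paper's. With the label date as a covariate, edgeR called Ifih1, Txnip, H1f0, H1f2, H1f4 and H1f10. Without the covariate, edgeR called Slc4a5 and Cfap52 when D_B12 1 was left out, Aqp6 and Ttn when D_C 1 was left out, and Edar and H1f2 when D_C 2 was left out, each against the paper's direction. With the libraries grouped as the means of Table S3 group them, a setting chosen after seeing the values, DESeq2 gave all 42 log2 fold changes within 0.01 of the paper's, with a largest difference of 0.00471, and 30 adjusted p-values below 0.05. That grouping was also fitted after seeing the values with edgeR and with DESeq2 over all genes, on all libraries and on the diabetic ones alone, with the label date as a covariate, with upper-quartile normalization and with single libraries left out, and used for the gene lists and the clock score. In the fit on all libraries without covariates the clock score rose with B12, which is the paper's direction, and edgeR as well as DESeq2 called genes for B12 in diabetic kidneys, which edgeR did not with the labels. These fits are not reported further, because they group libraries by what was measured from them.

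Of 248 group means of normalized counts compared with Table S3, 61 differed by more than 1.5 times and, except for clock genes, by more than the larger error, where the paper's error is an SE. Edar had 87.8 in D_C against the paper's 35 and 35.1 in D_B12 against the paper's 73. Edaradd had 246 in D_C against the paper's 405 and 405 in D_B12 against the paper's 250. Bst1 had 914 in D_C against the paper's 436 and 436 in D_B12 against the paper's 852. Ifit1bl2 had 131 in D_C against the paper's 69 and 68.7 in D_B12 against the paper's 121. Ighj2 had 26.1 in D_C against the paper's 14 and 13.7 in D_B12 against the paper's 29. Iglc3 had 6.86 in D_C against the paper's 21. Slc4a5 had 169.7 in D_C against the paper's 77 and 77.3 in D_B12 against the paper's 153. Aqp6 had 6658 in D_C against the paper's 3997 and 3997 in D_B12 against the paper's 6940. Txnip had 45009.7 in D_C against the paper's 27872 and 27871 in D_B12 against the paper's 51701. Col20a1 had 76.2 in D_C against the paper's 119 and 119 in D_B12 against the paper's 68. Muc6 had 195 in D_C against the paper's 299 and 299 in D_B12 against the paper's 161. Ttn had 865 in D_C against the paper's 1434 and 1434 in D_B12 against the paper's 765. Rph3a had 100.0 in D_C against the paper's 42 and 41.7 in D_B12 against the paper's 107. Ptprn2 had 108 in D_C against the paper's 46 and 45.9 in D_B12 against the paper's 112. Aldoc had 922 in D_B12 against the paper's 1500. Wnt11 had 103 in D_C against the paper's 29 and 29.3 in D_B12 against the paper's 70. Cfap52 had 119 in D_C against the paper's 46 and 45.9 in D_B12 against the paper's 109. Ffar3 had 24.0 in D_C against the paper's 55 and 55.0 in D_B12 against the paper's 25. Col24a1 had 51.3 in D_C against the paper's 86 and 86.0 in D_B12 against the paper's 48. Bmal1 had 266 in D_C against the paper's 800 and 800.0 in D_B12 against the paper's 255. Npas2 had 245 in D_C against the paper's 676 and 676 in D_B12 against the paper's 254. Cry1 had 393 in D_C against the paper's 211 and 211 in D_B12 against the paper's 317. Cry2 had 2533 in D_C against the paper's 1515 and 1515 in D_B12 against the paper's 2508. Per1 had 2568 in D_B12 against the paper's 4182. Per3 had 3519 in D_C against the paper's 2021 and 2021 in D_B12 against the paper's 3258. Dbp had 5885 in D_C against the paper's 2486 and 2486 in D_B12 against the paper's 6086. Bhlhe41 had 893 in D_C against the paper's 512 and 512 in D_B12 against the paper's 981. H1f0 had 8432 in D_B12 against the paper's 2516. H1f2 had 12663 in D_C against the paper's 7745 and 7745 in D_B12 against the paper's 12863. H1f3 had 676 in D_C against the paper's 324 and 324 in D_B12 against the paper's 704. H1f5 had 65.3 in D_C against the paper's 40 and 40.0 in D_B12 against the paper's 69. H1f10 had 85.3 in D_C against the paper's 40 and 40.5 in D_B12 against the paper's 86. Wee1 had 1792 in D_C against the paper's 1192. The paper's H1f0 mean of 2516 in D_B12 is below its 8432 in D_C, whereas its Table S2 gives a log2 fold change of 0.57 for the same comparison, so the 2 tables disagree there. The 4 libraries whose means match the paper's D_B12 for other genes had between 11468 and 14843 normalized counts of H1f0, so neither grouping gives 2516, and the gap between this mean and the labelled one is not read as a real difference. With the libraries grouped as the other means of Table S3 group them, DESeq2 gave H1f0 a log2 fold change of 0.57. That is the value of Table S2, so the mean of 2516 is the value out of line. For 59 of the differing means none of the alternatives set before the data were examined closed the gap. With upper-quartile scaling Ighj2 had 26.4 in D_C against the paper's 14 and Cry1 had 214 in D_B12 against the paper's 317, the first within the larger error and the second within 1.5 times, and with TMM scaling Cry1 had 213. The other alternatives left both gaps open.

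Further statements of the paper differ from the labelled groups in direction or in the tests passed. The paper states that Uba1 rises with B12, and its log2 fold change was −0.070. It states the same of H1f4, which was −0.36, of Dbp in Table S3, which was −1.24, and of Hif1a, which was −0.21. Bst1, Ifit1bl2 and Ifih1 are given as raised with B12, while 32 of 33 interferon-stimulated genes were lower in D_B12. Ighj2 and Ighg1 are given as partly restored by B12 and were −0.94 and −0.72. Sod1 and Gpx6 are given as preserved by B12 and were −0.018 and −0.48. The 10 collagen genes are given as raised by diabetes, and 6 of them were lower in D_C than in ND_C. In D_B12 against ND_B12 10 of them were higher, with a median of 0.31, which is the paper's direction, in genes the study chose on these samples. H1f3, H1f5 and H1f10 are given as showing an interaction, and edgeR's adjusted p-values for it were 0.376, 0.630 and 0.485. Bhlhe40, Hif3a and Nr1d1 are given as affected mainly by diabetes, and edgeR's adjusted p-values for the diabetes effect averaged over treatment were 0.0602, 0.323 and 0.503. The paper assessed diabetes, B12 and their interaction with a generalized linear model on its own grouping. The p-values here are adjusted over all genes tested, so the thresholds may differ as well as the groups. H1.0 is given as reduced in untreated diabetic mice, and H1f0 was 0.46 in D_C against ND_C. Wide differences with B12 in diabetic kidneys are stated, and 0 genes had an edgeR adjusted p-value below 0.05 (3468 unadjusted), while DESeq2, the paper's tool, called 681.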

Other observations

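The counts over other splits of the libraries were decided on for every comparison before those counts were seen, with the main results already known when their expected outcome was written. All other tests in this part were chosen after the result was seen.

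The labels and Table S3 place libraries in different groups. For the 180 genes compared, 712 of 720 published means lay within 1 count of the mean of a set of 4 libraries, and the 4 sets share no library and came out the same from 90 of the genes. The next best set differed by a median absolute log2 difference of 0.0355 for ND_C, 0.0344 for ND_B12, 0.0520 for D_C and 0.0499 for D_B12. The labelled groups gave means within 1 count for 6, 6, 1 and 2 of 180 genes in the same order. Between both groupings 10 libraries have another B12 treatment and 2 another diabetes status, and 0 libraries labelled diabetic have the same B12 treatment in both. Another scaling of the counts does not account for this, since the smallest median absolute log2 difference of the labelled D_C means over 5 scalings was 0.295. For the 42 genes of Table S2, DESeq2 with the labels gave 0 log2 fold changes within 0.01 of the paper's, 42 of the opposite sign and 23 adjusted p-values below 0.05. The counts cannot settle which mice were treated with B12, and either the labels or the grouping behind the tables may be in error. On diabetes status, the score described below places D_C 1 among the libraries labelled non-diabetic, as Table S3 does. The score of ND_B12 4 lay just below the range of the libraries labelled diabetic, so its status stays open. No biological explanation was tested.

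The diabetes score was the mean log2 CPM of 50 genes higher with diabetes minus that of 50 genes lower, chosen from the 14 libraries on whose diabetes status the labels and Table S3 match. In those it lay between −0.115 and 0.430 in libraries labelled diabetic and between −1.89 and −1.65 in those labelled non-diabetic. D_C 1 scored −1.73, inside the non-diabetic range, which is consistent with a wrong diabetes label. ND_B12 4 scored −0.129, just below the diabetic range and far above the non-diabetic one, so the ranges do not settle its status. The 14 libraries fixed the ranges, so only these 2 scores are independent of the choice of genes. Biological causes, such as a milder course in single mice, were not tested.

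The labelled groups run in the order of their label dates, with 0 of 96 pairs of libraries from different groups out of order. Group therefore largely follows date, although some dates hold libraries of more than 1 group. With the date as a covariate the median log2 fold change of the immunoglobulin genes in D_C against ND_C was −1.83 (limma camera p-value 1.81e-15). What the date marks is not stated.

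Of the 35 splits of the 8 diabetic libraries into groups of 4, all 35 gave at least as many genes with an adjusted p-value below 0.05, since the labelled split gave 0 (3468 unadjusted). The number past the volcano thresholds was matched by 1 of 35 splits, the camera p-value of the clock activators by 1 of 35, that of the clock repressors by 1 of 35, that of the interferon-stimulated genes by 2 of 35, that of the linker histone genes by 5 of 35, that of the solute carriers by 12 of 35, that of the immunoglobulin genes by 13 of 35 and that of the collagens by 26 of 35, the labelled split included, where a smaller or equal p-value counts as a match. The clock lists and the volcano count therefore stand apart from other splits. The other lists do not, with 2 of 35 just above the limit of 0.05. The study chose the clock genes on these samples, so the result for the clock lists is not independent evidence. For diabetes in untreated kidneys, 1 of 35 splits gave as many genes, 1 of 35 as small a camera p-value for the immunoglobulin genes and 16 of 35 as small a one for the collagens. For diabetes in B12-treated kidneys 1 of 35 splits gave as many genes, and for B12 in non-diabetic kidneys 35 of 35 did, since it gave 0 (1937 unadjusted). Of 100 splits, the labelled one and others drawn at random, 100 gave as many genes for the interaction (0, 4093 unadjusted), 100 for the average B12 effect (0, 1321 unadjusted) and 1 for the average diabetes effect (767), which was the labelled split itself, while the highest count among the others was 522. Where the labelled split gave 0, the highest count among other splits was 637 for the average B12 effect and 1 for the interaction. It was 52 for B12 in non-diabetic kidneys and 28 for B12 in diabetic kidneys. The labelled splits also follow the label dates, so a date effect is not excluded by these counts.

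Averaged over treatment, diabetes changed 767 genes in edgeR's test (219 higher and 548 lower), and in B12-treated libraries 209 (66 higher and 143 lower). In untreated libraries it changed 423 (238 higher and 185 lower), and library size does not account for them, since 439 were called after thinning to 65271308 counts per library. Leaving out D_C 1 raised that number to 1551, and leaving out ND_C 2 lowered it to 0 (4725 unadjusted with all libraries). Of the genes the paper names, 6 passed for diabetes in untreated libraries when adjusted over all genes and 26 when adjusted over the list alone, a list the study chose on these samples.

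Past the volcano thresholds in diabetic kidneys, 81.6% of the genes higher in D_B12 lay outside protein-coding genes, against 24.3% of the lower ones and 37.1% of all genes tested. Entries annotated as to be determined by experiment made up 28.5%, 3.17% and 6.66%. A difference in unspliced or other RNA between the libraries labelled D_B12 and D_C may therefore add to the volcano plot. A treatment effect on such RNA, or a difference in RNA quality between dates, stays open.

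Immunoglobulin genes were lower in libraries labelled D_C than in ND_C, with a median log2 fold change of −2.27 (limma camera adjusted p = 5.96e-23, unadjusted 1.59e-24). Fewer B cells and plasma cells could lower them. Of their markers 10 of 10 were tested and 10 were lower, with a median of −0.81 (limma camera adjusted p = 0.0144, unadjusted 0.00539), and 2 of them are immunoglobulin genes. The most abundant marker was Igkc (5276 normalized counts in ND_C, 1088 in D_C). Without the immunoglobulins the median was −0.67 (8 of 8 lower, limma camera p-value 0.0728, fry 0.238), and the unadjusted call over all markers held under neither fry nor an estimated correlation, while that for the immunoglobulin genes held under both. These values do not decide whether fewer such cells or less immunoglobulin RNA per cell is the source.

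The other marker lists, for diabetes in untreated libraries, had medians of −0.56 for T cells (limma camera adjusted p = 0.00612, unadjusted 0.00189), −0.25 for macrophages (limma camera adjusted p = 0.0144, unadjusted 0.00510), −0.39 for adipocytes (limma camera adjusted p = 0.555, unadjusted 0.422), −0.21 for skeletal muscle (limma camera adjusted p = 0.812, unadjusted 0.715) and 0.40 for the adrenal gland (limma camera adjusted p = 0.0868, unadjusted 0.0463). Under fry the adrenal gland list and the T cell list kept a p-value below 0.05 (0.0237 and 0.0377), and under an estimated correlation none of them did. With B12 in diabetic kidneys the medians were −0.66 for B cells and plasma cells (limma camera adjusted p = 0.0718, unadjusted 0.0350), −0.17 for T cells (limma camera adjusted p = 0.402, unadjusted 0.290), −0.24 for macrophages (limma camera adjusted p = 0.00283, unadjusted 0.000566), 0.096 for adipocytes, 0.30 for skeletal muscle and −0.17 for the adrenal gland. Of the unadjusted calls that for macrophages held under fry (limma p-value 0.0467) and none held under an estimated correlation. The genes tested were 10 of 10 for T cells, 10 of 10 for macrophages, 10 of 10 for adipocytes, 1 of 10 for skeletal muscle and 3 of 10 for the adrenal gland, and none of these is in another list. The most abundant were Trac (107 normalized counts in ND_C, 95.9 in D_C), Csf1r (3736 normalized counts in ND_C, 3228 in D_C), Fabp4 (4031 normalized counts in ND_C, 5107 in D_C), Mylpf (29.5 normalized counts in ND_C, 25.6 in D_C) and Star (333 normalized counts in ND_C, 439 in D_C). Kidney tissue itself expresses some of these genes, and no explanation for these medians was tested.

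Elmo1, whose genotype all mice share, had 388 ± 75.3 normalized counts in ND_C, 331 ± 27.4 in ND_B12, 357 ± 42.6 in D_C and 342 ± 50.2 in D_B12 (SD, n = 4 each). Its log2 fold change was −0.12 for diabetes in untreated libraries (edgeR adjusted p = 0.720) and −0.059 for B12 in diabetic ones (edgeR adjusted p = 0.904), and the latter was 0.039 without D_C 1 and 0.017 without D_B12 3. Vsir and Ffar3, which Table S2 lists, had log2 fold changes of −0.47 (edgeR adjusted p = 0.0978) and 1.18 (edgeR adjusted p = 0.192) for B12 in diabetic kidneys. With DESeq2 the adjusted p-value of Vsir was 0.00482, the lowest of its alternatives, which reached 0.277.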
